# Intracellular zinc protects tumours from T cell-mediated cytotoxicity

**DOI:** 10.1038/s41418-024-01369-4

**Published:** 2024-09-11

**Authors:** Emily J. Lelliott, Jonathan Naddaf, Katherine Ganio, Jessica Michie, Shelly Wang, Lin Liu, Natasha Silke, Antonio Ahn, Kelly M. Ramsbottom, Amelia J. Brennan, Andrew J. Freeman, Shom Goel, Stephin J. Vervoort, Conor J. Kearney, Paul A. Beavis, Christopher A. McDevitt, John Silke, Jane Oliaro

**Keywords:** Cell death and immune response, Immune evasion

## Abstract

Tumour immune evasion presents a significant challenge to the effectiveness of cancer immunotherapies. Recent advances in high-throughput screening techniques have uncovered that loss of antigen presentation and cytokine signalling pathways are central mechanisms by which tumours evade T cell immunity. To uncover additional vulnerabilities in tumour cells beyond the well-recognized antigen presentation pathway, we conducted a genome-wide CRISPR/Cas9 screen to identify genes that mediate resistance to chimeric-antigen receptor (CAR)-T cells, which function independently of classical antigen presentation. Our study revealed that loss of core-binding factor subunit beta (CBFβ) enhances tumour cell resistance to T cell killing, mediated through T cell-derived TNF. Mechanistically, RNA-sequencing and elemental analyses revealed that deletion of CBFβ disrupts numerous pathways including those involved in zinc homoeostasis. Moreover, we demonstrated that modulation of cellular zinc, achieved by supplementation or chelation, significantly altered tumour cell susceptibility to TNF by regulating the levels of inhibitor of apoptosis proteins. Consistent with this, treatment of tumour cells with a membrane-permeable zinc chelator had no impact on tumour cell viability alone, but significantly increased tumour cell lysis by CD8+ T cells in a TNF-dependent but perforin-independent manner. These results underscore the crucial role of intracellular zinc in regulating tumour cell susceptibility to T cell-mediated killing, revealing a novel vulnerability in tumour cells that might be exploited for the development of future cancer immunotherapeutics.

## Introduction

The immune system plays a critical role in controlling tumour cell growth and survival [1]. Cytotoxic T cells can directly kill cancer cells with remarkable efficacy, and harnessing this activity is a central goal of the most widely used cancer immunotherapies; immune checkpoint inhibition (ICI) and chimeric antigen receptor (CAR)-T cell therapy [2]. However, while these immunotherapies can be highly effective in some cancers, the survival benefit from these treatments is limited to a subset of patients. It is therefore crucial to understand the mechanisms by which tumours evade T cell immunity in order to enhance existing immunotherapies and develop new T cell-directed immunotherapies for cancer patients.

For T cells to carry out their anti-tumour function, they need to recognise their cognate antigen presented on major histocompatibility (MHC) molecules on the tumour cell surface. Once the target antigen is recognized, T cells elicit anti-tumour effects through two primary mechanisms. First, they form an immune synapse with the tumour cell, leading to the secretion of cytotoxic molecules, including perforin and granzymes, that induce tumour cell death via the intrinsic apoptotic pathway [3, 4]. Second, T cells produce cytokines, such as tumour necrosis factor (TNF), that can trigger tumour cell death via the extrinsic apoptotic pathway [5, 6]. Indeed, previous studies applying genome-wide genetic screens in tumour cells have consistently identified that a loss of genes in either antigen presentation or cytokine pathways promotes tumour cell resistance to T cell killing [5, 7].

In this study, we aimed to identify tumour cell mechanisms of T cell evasion beyond well-known pathways involved in MHC-restricted antigen presentation, with the goal of uncovering novel vulnerabilities in tumour cells that could be targets for therapeutic intervention. To achieve this, a comprehensive whole-genome loss-of-function screen was conducted to identify genes that mediate tumour cell resistance to killing by CAR-T cells, as CAR-mediated T cell activation is not restricted to tumour antigen presentation on MHC molecules. Using this approach, coupled with RNA-sequencing analyses across different tumour lines, we identified intracellular zinc homoeostasis as critical for tumour cell susceptibility to T cell killing. Specifically, altering zinc levels influenced the sensitivity of tumour cells to T cell-derived TNF, a potent cytokine involved in tumour cell elimination. These findings suggest that modulating intracellular zinc levels could be a potential strategy to enhance the susceptibility of tumour cells to T cell killing mediated through TNF. Tumour intracellular zinc homoeostasis thus presents a novel target for the design of new therapeutic approaches that may overcome tumour immune evasion and enhance the efficacy of cancer immunotherapies.

## Results

### Genome-wide CRISPR/Cas9 screen identifies CBFβ as a regulator of tumour cell sensitivity to T cell-derived TNF

To identify genes involved in tumour cell resistance to T cell killing independent of antigen presentation on MHC, we performed an unbiased whole-genome loss-of-function CRISPR/Cas9 screen in vitro, utilising HER2-directed second-generation mouse CAR-T cells (Fig. 1A). In this system, CAR-T cells recognise tumour cells engineered to express truncated human HER2 and induce tumour cell lysis in a HER2-specific manner (Fig. 1B). To carry out the screen, we transduced Cas9 + MC38-HER2 cells (a mouse colon cancer cell line) with a whole-genome single-guide RNA (sgRNA) library and subjected the cells to three successive rounds of overnight co-culture with CAR-T cells (Fig. 1A). The resulting population of cells was sequenced to detect enriched sgRNA and identify genes that promote tumour cell susceptibility to killing by CAR-T cells. Consistent with previous reports [5–7], we found enrichment of sgRNA targeting genes associated with both IFN-gamma signalling (*Jak1*, *Jak2*, *Ifngr2*) and TNF signalling (*Tnfrsf1a*, *Fadd*) in tumour cells resistant to CAR-T cell killing (Fig. 1C). This result was highly reproducible between two replicate screens (Fig. 1D). Further Gene Ontology (GO) term analyses confirmed that genes involved in the regulation of response to cytokine stimulus were the most significantly enriched (Fig. 1E). Together these results indicated that tumour cell resistance to CAR-T cells was predominately mediated through a loss of cytokine signalling.

**Fig. 1:**
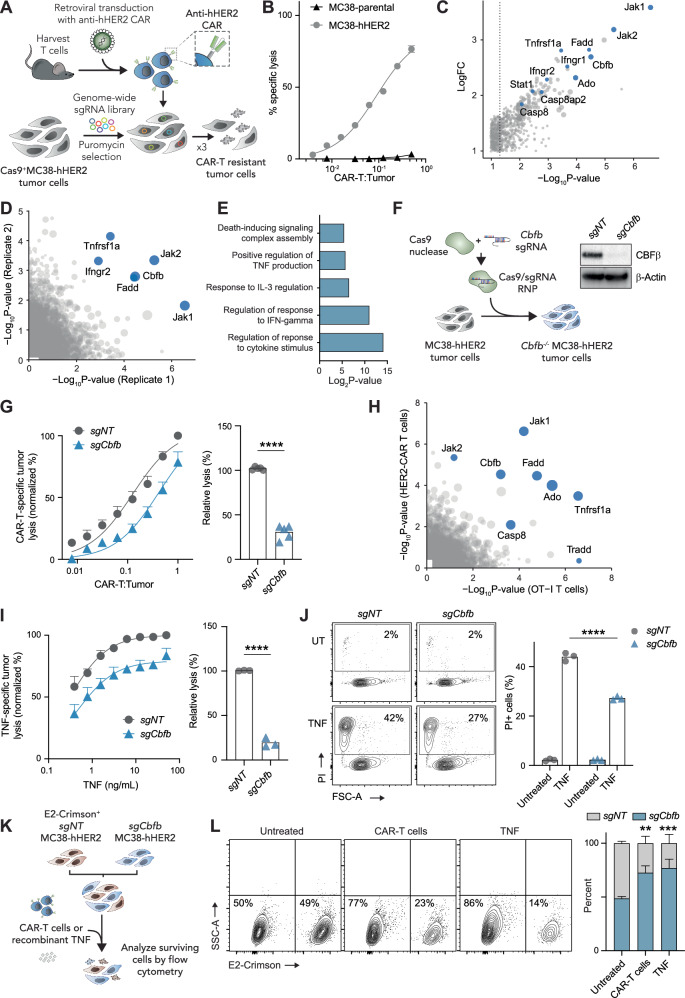
Genome-wide CRISPR/Cas9 screen identifies *Cbfb* as a regulator of tumour sensitivity to T cell derived TNF. **A** Schematic of CAR-T cell CRISPR/Cas9 screen. T cells from C57BL/6 mice were activated and retrovirally transduced to express CARs targeting hHER2 and cultured with MC38 tumour cells engineered to express hHER2, Cas9 and a genome-wide sgRNA library. Enriched guides were sequenced following 3 rounds of selection. **B** Lysis of ^51^Cr-labelled parental or hHER2-expressing MC38 tumour cells by hHER2-directed CAR-T cells in an 18 h co-culture, measured by ^51^Cr at increasing CAR-T to tumour cell ratios, representative plot of *n* = 3. **C**, **D** Enriched sgRNA from screen in **A**. **C** Representative plot of duplicate screens. **D** Shared sgRNA enrichment from each replicate screen. **E** GO term analysis showing enriched biological processes for top screen hits. **F** Schematic of CRISPR/Cas9-mediated genetic deletion of *Cbfb* in tumour cells by electroporation with ribonucleoprotein of Cas9 nuclease complexed to sgRNA targeting *Cbfb (sgCbfb)*, or a non-targeting control (*sgNT*), and immunoblot validation of CBFβ deletion in MC38 cells. **G** Lysis of ^51^Cr-labelled MC38-hHER2 tumour cells by hHER2-directed CAR-T cells in a 16 h co-culture, measured by ^51^Cr release at increasing CAR-T to tumour cell ratios. Relative lysis is calculated as the efficiency of CAR-T cells to achieve an equal percent lysis of tumour cells, unpaired t-test, *n* = 5. **H** Shared sgRNA enrichment from screen in **A** and a screen for MC38-OVA resistance to OT-I T cell killing [5]. **I** Lysis of ^51^Cr-labelled MC38 tumour cells in increasing concentrations of TNF over 16 h. Relative lysis is calculated as the efficiency of TNF to achieve an equal percent lysis of tumour cells, unpaired t test, *n* = 3. **J** Representative flow cytometry plots of MC38 tumour cells with death measured by PI uptake following 16 h of treatment with 10 ng/mL TNF (left), *n* = 4 quantified 2way ANOVA. **K** Schematic of competition assay to assess relative resistance of MC38 cells to CAR-T cells or TNF. MC38-hHER2*-sgNT* control cells were labelled with E2-Crimson and co-cultured with unlabelled MC38-hHER2-*sgCbfb* cells, followed by the addition of CAR-T cells (at a CAR-T to tumour cell ration of 2:1) or 10 ng/mL TNF for 16 h. **L** Representative flow cytometry plots (left) and *n* = 3 quantification of competition assay (right). All error bars show +/−SEM, ***P < 0.001, ****P < 0.0001.

In addition to previously identified genes involved in cytokine responses [5], we identified the gene *Cbfβ* among our most significantly enriched sgRNA. To validate that loss of CBFβ confers tumour cell resistance to CAR-T cell killing, we depleted CBFβ in MC38-HER2 tumour cells by electroporating cells with a CRISPR/Cas9-sgCbfb ribonucleoprotein (RNP) complex (Fig. 1F). We then assessed the sensitivity of CBFβ -depleted cells (sgCbfb) to killing by CAR-T cells, compared to control tumour cells electroporated with a non-targeting sgRNA (sgNT). Consistent with our screen results, we found that sgCbfb cells were significantly more resistant to CAR-T cell killing compared to the sgNT control cells (Fig. 1G).

To determine if CBFβ presents a tumour cell vulnerability specific to CAR-T cells, or is more broadly involved in the regulation of CD8+ T cell evasion, we next compared the enriched sgRNA from our CAR-T cell screen with the enriched sgRNA from our previously published OT-I T cell resistance screen in MC38-OVA cells [5] (Fig. 1H). As expected, the most significantly enriched overlapping sgRNA between these screens targeted genes involved in cytokine signalling. *Cbfβ* was also among the most significantly enriched overlapping genes, suggesting that loss of CBFβ promotes tumour cell resistance to T cell killing through a mechanism common to both CAR- and TCR-mediated tumour cell recognition.

Given the strong enrichment of sgRNA targeting genes associated with cytokine signalling in our screen, we examined whether loss of CBFβ modulated tumour sensitivity to TNF; a key cytokine known to induce tumour cell death [5, 6]. To interrogate this, we measured cell death following exposure to increasing concentrations of recombinant TNF. Consistent with our CAR-T cell results, we found that sgCbfb cells were significantly more resistant to TNF-mediated cell death than sgNT control cells (Fig. 1I, J). To further confirm a role for CBFβ in modulating tumour cell sensitivity to both CAR-T cell and TNF-mediated death, we carried out competitive cell death assays by mixing E2-Crimson-labelled sgNT cells with unlabelled sgCbfb cells a 1:1 ratio and exposed the mixed population to CAR-T cells, or recombinant TNF (Fig. 1K). Analyses of the surviving tumour cell population by flow cytometry confirmed significant enrichment of the CBFβ-depleted tumour cells under both conditions (Fig. 1L), further indicating that CBFβ regulates tumour cell sensitivity to T cell-derived TNF.

### Loss of CBFβ disrupts tumour intracellular metal ion homoeostasis

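MC38 cells, a mouse colon carcinoma line, carrying either the Cbfb guide (sgCbfb) or the non-targeting guide (sgNT) were profiled by 3′ mRNA sequencing, which reads the end of each transcript, so that a gene's reads do not grow with its length. There were 2 sgNT and 2 sgCbfb libraries. The authors trimmed the reads, aligned them to GRCm38/mm10 with HISAT2, counted them per gene with FeatureCounts and deposited log2 CPM (reads scaled to library totals) for 26322 genes. Genes without reads share a floor of -0.79 in these values, and the steps above it are whole reads, so the reads behind each value could be recovered. The sgNT libraries held 3396192 and 3335116 reads counted on genes, and the sgCbfb libraries held 3907936 and 3189035. At this depth 1 read is worth between 0.256 and 0.314 CPM. The ribosomal RNA gene Rn45s took 13.9% and 13.1% of the sgNT reads and 11.3% and 13.0% of the sgCbfb reads. Over the 9520 genes with at least 10 reads in every library, the replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 1.58 for sgNT and 2.15 for sgCbfb. Rn45s is part of these sums, and its share differed more between the sgCbfb replicates than between the sgNT replicates. The 2 ratios thus do not compare the spread of a typical gene. Genes with a deposited log2 value of at least 0 in at least 2 libraries were tested, which left 12207. The deposited values imply an added prior count of 2, so this minimum lies below 1 CPM of counted reads. Differences were tested on the deposited log2 values with limma, using a mean-variance trend and Benjamini-Hochberg adjustment, and every test was two-sided. The values are scaled to each library's own total, and the median log2 fold change over the tested genes was 0.039. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p-value under 0.333, so significance rests on limma's shared estimate of the spread.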

To explore the mechanism by which deletion of CBFβ modulates tumour cell sensitivity to TNF, we compared the transcriptional profile of sgNT and sgCbfb cells by bulk RNA-sequencing (RNA-seq). To narrow down conserved differential transcripts resulting from the deletion of CBFβ, we performed RNA-seq analyses in both MC38 cells, and a second cancer cell line, E0771 (mouse breast cancer), and used Venn analysis to identify common differentially expressed genes (DEGs) between sgCbfb and sgNT cells across both cancer lines (Fig. 2A). 

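Cbfb itself was measured first as a check of the groups. The libraries held 295 and 285 Cbfb reads in sgNT cells and 125 and 125 in sgCbfb cells. Its level was 6.44 ± 0.017 log2 CPM (SD, n = 2) in sgNT and 5.17 ± 0.20 (SD, n = 2) in sgCbfb, a log2 fold change of -1.27 (standard error 0.12, adjusted p = 1.76e-07 from limma with Benjamini-Hochberg adjustment). Cbfb mRNA in sgCbfb cells was thus 41.5% of the sgNT level. Across all tested genes, 345 differed at an adjusted p-value under 0.05, of which 192 were higher and 153 were lower in sgCbfb cells. With the replicate number added as a block, 535 genes differed, 320 higher and 215 lower, and all 345 genes were among them. Same-numbered libraries did not deviate together (correlation of their deviations across genes -0.0042). Without the mean-variance trend no gene passed (0 higher and 0 lower), although 1461 had an unadjusted p-value under 0.05. The balance of higher and lower genes depended on the scaling. Higher genes made up 55.7% of the differing genes with library totals and 42.9% in voom on the recovered reads with median scaling, a setting chosen after the data were seen, which gave 176 higher and 234 lower genes. Voom on library totals, also chosen after the data were seen, gave 56.8%. Median centring in the limma test, which subtracts a constant from each library, gave 48.4%. The median scaling in voom instead divides each library's log2 values by a factor, so its shift grows with expression. The 5 genes with the smallest p-values among those that rose in sgCbfb cells, in libraries that did not overlap, included Pmepa1, Sparc, Tuba1a and Tle4. Pmepa1 rose by 1.60 on the log2 scale (standard error 0.078, adjusted p = 1.25e-12 from limma). Tuba1a has near-identical tubulin paralogs between which the counting could have split reads. The 5 that fell were Spp1, S100a4, Col8a1, Fgf7 and A130040M12Rik. Spp1 fell by 2.58 on the log2 scale (standard error 0.13, adjusted p = 1.25e-12 from limma), from 389 and 365 reads in sgNT cells to 66 and 63 in sgCbfb cells.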

Consistent with our results in MC38 cells, deletion of CBFβ in E0771 cells promoted resistance to TNF-mediated death (Supplementary Fig. S1). Among the top 400 DEGs in each cancer line, we identified 21 commonly upregulated genes and 37 commonly downregulated genes in sgCbfb cells versus the sgNT control cells (Fig. 2A). 

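In MC38 cells the 400 genes with the smallest p-values comprised 229 that were higher and 171 that were lower in sgCbfb cells. The paper's text does not name the ranking behind its top 400. The largest adjusted p-value among these 400 genes was 0.0585, so the list reaches slightly past an adjusted p-value of 0.05. Voom with median scaling, chosen after the data were seen, gave 170 higher and 230 lower genes, and 334 of its 400 genes were shared with the list made on library totals. Of the symbols in the Fig. 2A heatmap, 50 were read from the picture, 17 in its upper block and 33 in its lower block. In the MC38 libraries all 17 of the upper block were within the 400 and higher in sgCbfb cells, with changes from 0.38 (Hdac7) to 2.08 (Serpinb9b) on the log2 scale. Of the lower block, 32 of 33 were lower in sgCbfb cells, from -0.17 for Pkm to -2.58 for Spp1, and 27 were within the 400. The lower genes outside the 400 were Pkm (rank 451), Sh3kbp1 (rank 531), Nab1 (rank 590), Eps8 (rank 646) and Mt1 (rank 793). The exception was the label read as Ttyh3, which was higher in sgCbfb cells (log2 fold change 0.89, rank 57). This label was listed as readable before the data were seen and was called uncertain only afterwards. E0771 libraries were not analysed here, so the overlap between the lines was not recomputed.

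**Figure D1:**
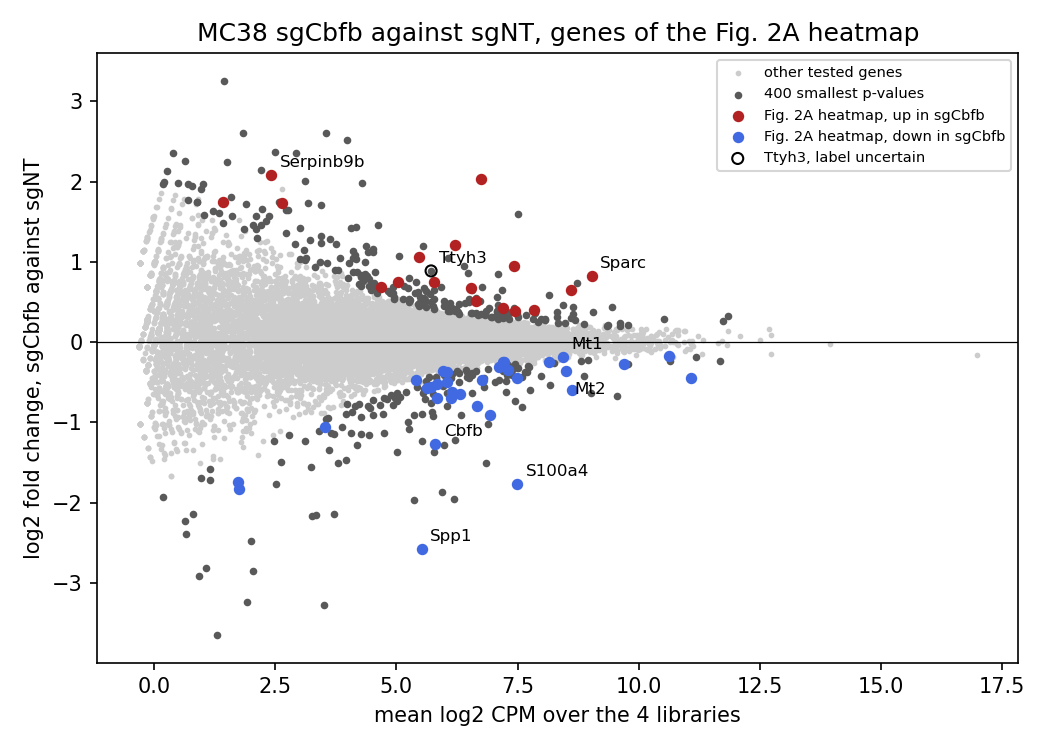
Log2 fold change in sgCbfb against sgNT MC38 cells (y axis) by mean log2 CPM over the 4 libraries (x axis), for 12207 tested genes. Dark points are the 400 genes with the smallest p-values, and red and blue points are genes read from the upper and lower blocks of the Fig. 2A heatmap. The open circle is Ttyh3, read in the lower block and set apart as uncertain after its values were seen. All red points lie above 0 and all blue points below it, with Mt1 at -0.18 and Mt2 at -0.36, while Ttyh3 lies above 0 at 0.89.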

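A panel of 38 genes of zinc and copper handling, listed before the data were examined, was followed in the MC38 libraries. It holds the metallothioneins, the Slc30a and Slc39a zinc transporters, the transcription factor Mtf1 and copper transporters and chaperones. Of these, 28 passed the low-value filter, 16 with a positive and 12 with a negative log2 fold change. With adjustment over all tested genes, 1 panel gene was lower in sgCbfb cells, Mt2, and 0 were higher, while 8 had an unadjusted p-value under 0.05. With adjustment over the panel alone, 2 were lower (Mt2 and Slc30a4) and 1 was higher (Slc30a9). The same 3 genes passed over all genes with the replicate block. Slc30a4, a zinc exporter gene on chromosome 2 (122681233 to 122702663, GRCm38), changed by -0.38 on the log2 scale (standard error 0.10, panel-adjusted p = 0.0153 from limma). Slc30a9 on chromosome 5 (67306955 to 67358443) changed by 0.65 (standard error 0.18, panel-adjusted p = 0.0153 from limma). With each library left out in turn, Slc30a4 ranged from -0.52 to -0.23 and Slc30a9 from 0.52 to 0.78. As a set, the panel did not shift against the remaining genes (adjusted p = 0.922 from limma's camera over 3 gene sets, and the adjusted p with the replicate block was 0.871). Among other metal-binding proteins in the Fig. 2A heatmap, the ferritin heavy chain gene Fth1 on chromosome 19 (9980598 to 9985098) was well covered, with between 5841 and 8620 reads per library. It changed by -0.44 (standard error 0.049, adjusted p = 1.54e-06 from limma). Sod3, an extracellular superoxide dismutase that binds copper and zinc, lies on chromosome 5 (52363791 to 52371418). It changed by -1.74 (standard error 0.42, adjusted p = 0.0177 from limma), but on 20 and 17 reads in sgNT cells and 3 and 6 in sgCbfb cells, so the size of its change is poorly determined. The pathway and network enrichment itself rests on genes shared with E0771 cells, which were not analysed here.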

Further investigation of this conserved differential gene set by pathway and network analyses revealed strong enrichment of processes associated with intracellular metal ion homoeostasis, including cellular responses to copper and zinc (Fig. 2B, C).

**Fig. 2:**
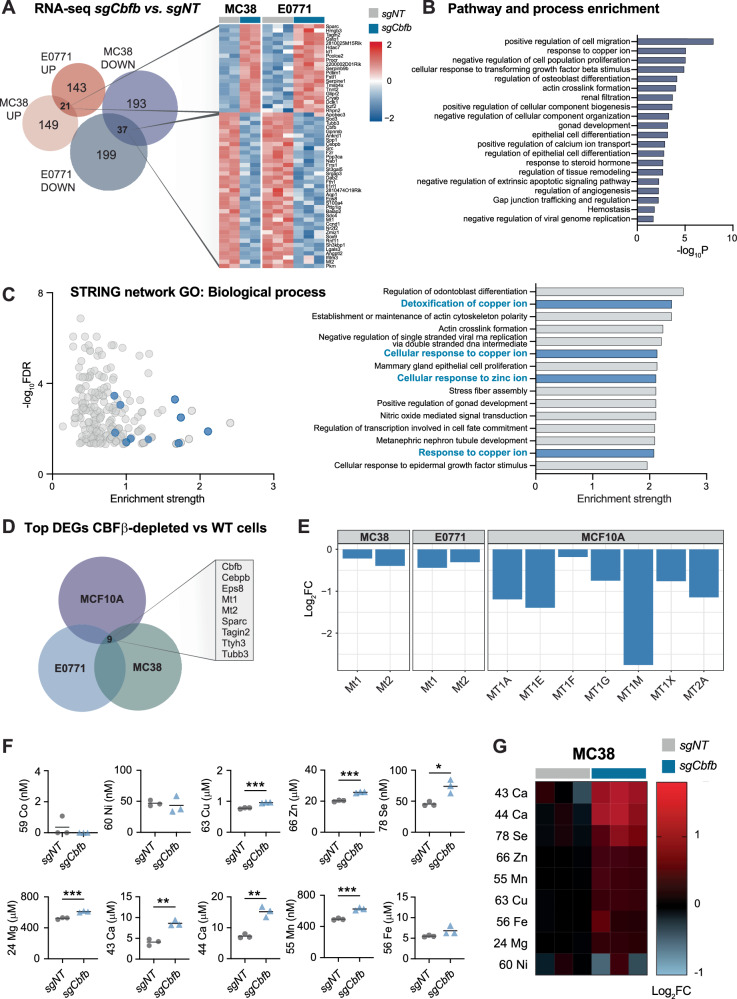
Loss of *Cbfb* disrupts tumour intracellular metal ion homoeostasis. **A**–**E** RNA-seq on wild-type and CBFβ-depleted tumour cells. **A** Top 400 differentially expressed genes (DEGs) significantly up- or down-regulated in *sgCbfb* versus *sgNT* MC38 and E0771 tumour cells. Heatmap shows common genes differentially expressed in both cell lines. **B** Pathway and process enrichment analysis on common DEGs from **A** using Metascape. **C** STRING network analysis on common DEGs showing enriched GO biological processes; pathways relating to metal ion homoeostasis are shown in blue. **D** Top 400 significant DEGs in *sgCbfb* versus *sgNT* MC38 and E0771 tumour cells, and CBFB KO vs. WT human breast cancer MCF10A tumour cells [8], showing common DEGs across all three cell lines. **E** Differential expression of metallothionein genes in CBFβ-depleted vs WT tumour cells. **F**, **G** Intracellular metal ion concentration in *sgNT* and *sgCbfb* MC38 tumour cells, measured by ICP-MS, unpaired t-test, *n* = 3. **G** Differential intracellular metal ion concentration measured by ICP-MS in *sgCbfb* vs. *sgNT* MC38 tumour cells, columns represent replicate samples. *P < 0.05, **P < 0.01, ***P < 0.001.

We next investigated the applicability of our results to human cancer by comparing our DEG analyses in mouse MC38 and E0771 cancer cells to a published RNA-seq dataset from wildtype and CBFβ deficient human breast cancer cells (MCF10A) [8]. 

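Of the genes that could be read in Fig. 2D, MC38 cells had the following values. Sparc on chromosome 11 (55394500 to 55423183, GRCm38) was 8.62 ± 0.022 log2 CPM (SD, n = 2) in sgNT and 9.44 ± 0.057 (SD, n = 2) in sgCbfb cells, a difference of 0.82 (standard error 0.059, adjusted p = 1.56e-09 from limma). Tagln2 on chromosome 1 (172500047 to 172507380) rose by 0.65 (standard error 0.062, adjusted p = 1.84e-07 from limma). Ttyh3 on chromosome 5 (140620578 to 140649031) went from 138 and 119 reads in sgNT cells to 275 and 228 in sgCbfb cells (adjusted p = 3.58e-05 from limma). This rise runs against the lower block of the Fig. 2A heatmap, where its label was read. That reading was called uncertain after the values were seen. Cebpb on chromosome 2 (167688915 to 167690418) fell by 0.69 on the log2 scale (standard error 0.12, adjusted p = 0.00126 from limma). Tubb3 on chromosome 8 (123411424 to 123422015) fell by 1.06 on the log2 scale (standard error 0.26, adjusted p = 0.0242 from limma) on 60 and 49 reads in sgNT cells against 36 and 19 in sgCbfb cells, and its reads could have been split with other tubulin genes. Eps8 on chromosome 6 (137477245 to 137654876) changed by -0.25 (standard error 0.084, adjusted p = 0.125 from limma), which was not past the threshold. The sgNT and sgCbfb libraries of Eps8 did not overlap, but neither did those of 44.1% of tested genes. Its adjusted p was 0.0438 in voom with median scaling, and ranged from 0.0375 to 0.526 over the alternatives.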

Again, using Venn analysis on the top 400 DEGs from each dataset, we identified 9 common DEGs across mouse and human cancer models (Fig. 2D). Among these were genes encoding metallothionines (Mt), which are small, highly conserved metal-binding proteins that function in the homoeostatic maintenance of intracellular copper, zinc, and other metal ions [9, 10]. Across all cancer models, we found several Mt genes downregulated in CBFβ-deficient cells, including Mt1 and Mt2 (mouse) and MT1A, MT1E, MT1F, MT1G, MT1M, MT1X, and MT2A (human) (Fig. 2E), further suggesting that metal ion homoeostasis is substantially altered in these cells. 

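Mt1 and Mt2 lie next to each other on chromosome 8 of GRCm38, Mt2 from 94172664 to 94173568 and Mt1 from 94179082 to 94180327. They are paralogs, and the paper's text does not name how reads matching more than 1 gene were counted, so some reads could have been split between them. The MC38 libraries held 1325 and 1432 Mt2 reads in sgNT cells and 1353 and 931 in sgCbfb cells, before scaling to library totals. Mt2 was 8.68 ± 0.098 log2 CPM (SD, n = 2) in sgNT and 8.32 ± 0.17 (SD, n = 2) in sgCbfb cells. Its log2 fold change was -0.36 (standard error 0.075, adjusted p = 0.00505 from limma with Benjamini-Hochberg adjustment), which leaves 77.7% of the sgNT level. Mt1 had 1272 and 1221 reads in sgNT cells and 1333 and 992 in sgCbfb cells. It was 8.53 ± 0.023 log2 CPM (SD, n = 2) in sgNT and 8.35 ± 0.094 (SD, n = 2) in sgCbfb cells, a log2 fold change of -0.18 (standard error 0.066, adjusted p = 0.162 from limma). Both sgCbfb libraries lay below both sgNT libraries for either gene, but only the fall of Mt2 was past the threshold. Groups did not overlap, in either direction, for 44.1% of tested genes, against 33.3% by chance, so that separation says little by itself. The replicate block gave adjusted p-values of 4.61e-05 for Mt2 and 0.144 for Mt1 by limma. In the same limma test, other scalings did not bring Mt1 past the threshold, with an adjusted p of 0.0837 with median centring, 0.0864 with the ribosomal RNA genes left out and 0.182 with quantile normalization. Voom on library totals gave an adjusted p of 0.116. Voom combined with median scaling, chosen after the data were seen, gave a log2 fold change of -0.23 and an adjusted p of 0.0325, and over the alternatives its adjusted p ranged from 0.0317 to 0.625. The call for Mt2 was lost with quantile normalization (adjusted p = 0.128 from limma) and without the mean-variance trend (adjusted p = 0.455 from limma). With each library left out in turn, the log2 fold change stayed between -0.49 and -0.24 for Mt2 and between -0.25 and -0.12 for Mt1. The paper takes lower metallothionein expression in MC38 and the other lines as a further sign, after its pathway and network enrichment. It proposes altered metal ion homoeostasis in CBFβ-deficient cells, and then measured metals directly by ICP-MS.

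**Figure D2:**
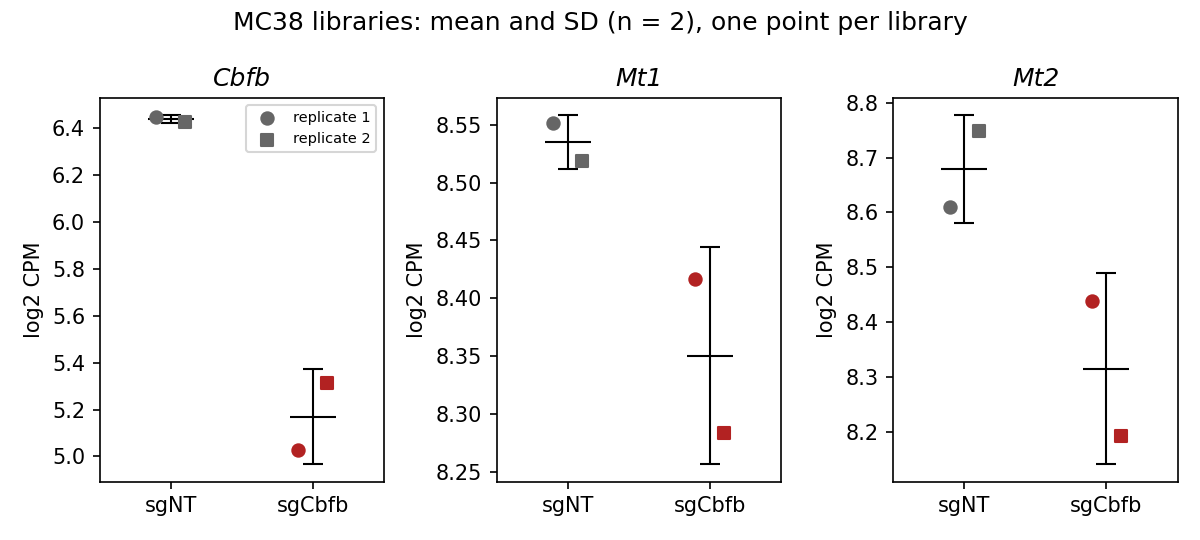
Expression of Cbfb, Mt1 and Mt2 in log2 CPM (y axes, each with its own range that does not start at 0) in 2 sgNT and 2 sgCbfb MC38 libraries. Each point is a library, and horizontal lines and bars show the mean and SD. The sgNT and sgCbfb libraries do not overlap, with means of 6.44 and 5.17 for Cbfb, 8.53 and 8.35 for Mt1 and 8.68 and 8.32 for Mt2.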

To directly examine the effects of CBFβ deletion on cellular metal homoeostasis, inductively coupled plasma-mass spectrometry (ICP-MS) was used to quantitatively assess the elemental profiles of MC38 sgCbfb cells and sgNT control cells. Consistent with our transcriptomic data, we found that deletion of CBFβ was associated with a significant increase in the total cellular concentration of almost all elements, including the Mt-interacting metals copper and zinc (Fig. 2F, G). Taken together, these data show that loss of CBFβ disrupts the homoeostasis of cellular metal ions.

### Zinc promotes tumour cell resistance to TNF-mediated cell death

As CBFβ-deficient cells are resistant to TNF and exhibit transcriptional and post-transcriptional alterations in the homoeostasis of copper and zinc ions, we next investigated whether exogenous supplementation of these ions would alter tumour cell sensitivity to TNF. To determine the concentrations of copper and zinc that would lead to increased intracellular ion levels without inducing metal toxicity, we exposed both MC38 and E0771 cells to increasing concentrations of each ion (Supplementary Fig. S2A), and then selected concentrations at which tumour cell death was less than 10%, for use in subsequent assays. Next, to determine the effect of copper and zinc ion supplementation on tumour cell sensitivity to TNF, we treated MC38 and E0771 cells with TNF alone, or with serially diluted concentrations of each metal. While copper supplementation led to a small, albeit statistically significant, decrease in TNF sensitivity of MC38 cells across all doses, zinc supplementation led to a significant and substantial (>50%) dose-dependent decrease in the TNF sensitivity of both MC38 and E0771 cells (Fig. 3A, B). To further examine the role of zinc in modulating tumour cell sensitivity to TNF, we treated MC38 or E0771 cells with TNF, with or without zinc supplementation, and measured cell death by both chromium-release assays and PI uptake by flow cytometry. Consistent with our previous assays, the addition of zinc significantly decreased the sensitivity of both MC38 and E0771 to TNF-induced cell death, as measured by both TNF-specific lysis (i.e. normalized to any cell death occurring from zinc alone) (MC38; Fig. 3C, E0771; Supplementary Fig. S3A) and total cell death (Fig. 3D, Supplementary Fig. S3B). Together, these data confirmed that zinc can protect tumour cells from TNF-mediated cell death.

**Fig. 3:**
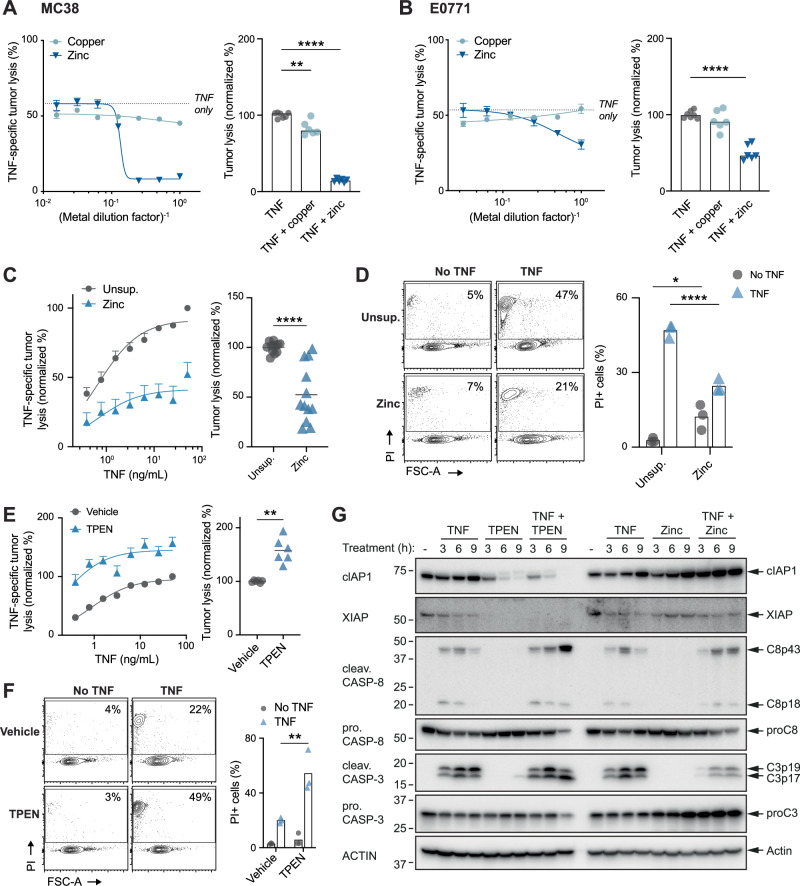
Zinc mediates tumour susceptibility to TNF-mediated cell death. Lysis of ^51^Cr-labelled MC38 tumour cells (**A**) and E0771 tumour cells (**B**) in 2-fold increasing concentrations of indicated metals in the presence of 10 ng/mL TNF over 16 h, using only non-toxic metal concentration determined in Supplementary Fig. S2 (i.e., metal concentrations causing <10% tumour lysis), Ordinary one-way ANOVA, pooled data *n* = 2. **C** Lysis of ^51^Cr-labelled MC38 tumour cells in increasing concentrations of TNF over 16 h in standard media or media supplemented with 100 µM ZnSO_4_. Right plot shows normalized percent tumour lysis at 50 ng/mL TNF, Mann–Whitney test, pooled data *n* = 4. **D** MC38 tumour cell death measured by PI uptake following 16 h of treatment with 10 ng/mL TNF in standard media or media supplemented with 100 µM zinc sulfate, 2way ANOVA, *n* = 3. **E** Lysis of ^51^Cr-labelled MC38 tumour cells in increasing concentrations of TNF over 16 h in media treated with 7 µM TPEN or the corresponding vehicle. Right plot shows normalized percent tumour lysis at 50 ng/mL TNF, Mann–Whitney test, pooled data *n* = 2. **F** MC38 tumour cell death measured by PI uptake following 7 h of treatment with 10 ng/mL TNF and 7 uM TPEN or the corresponding vehicle, 2way ANOVA, *n* = 3. **G** Immunoblot analysis of MC38 tumour cells following treatment with 10 ng/mL TNF with/without 7 µM TPEN or 70 µM ZnSO_4_ for the indicated time. All error bars show +/−SEM, *P < 0.05, **P < 0.01, ****P < 0.0001.

Given that zinc supplementation reduced tumour cell sensitivity to TNF, we next questioned whether sequestering zinc would contrariwise increase tumour cell TNF sensitivity. To test this, we analysed tumour cell death following treatment with TNF in combination with a membrane-permeable heavy metal chelator (tetrakis-(2-pyridylmethyl)ethylenediamine; TPEN) that has a high affinity for zinc. While TPEN alone had little to no effect on tumour cell viability, the addition of TPEN significantly increased TNF-mediated tumour cell death, measured as both TNF-specific lysis and total cell death in both MC38 and E0771 cells (MC38; Fig. 3E, F, E0771; Supplementary Fig. S3C, D).

Zinc is a well-known metal cofactor for inhibitor of apoptosis proteins (IAPs) [11], and it is well established that degradation or inhibition of IAPs sensitises cells to TNF induced apoptosis [12, 13]. We therefore questioned whether zinc chelation and zinc supplementation modulated tumour cell susceptibility to TNF through promoting the degradation or stabilisation of IAPs, respectively. To explore this, we measured IAP levels and caspase-3 and caspase-8 activation following treatment with TNF in combination with either TPEN or zinc supplementation. Strikingly, both cIAP1 and XIAP levels decreased considerably in as little as 3 h of treatment with TPEN (MC38; Fig. 3G, E0771; Supplementary Figs. S3E and S4). Consistent with this, the addition of TPEN also increased TNF-induced cleavage of caspase-3 and caspase-8 (Fig. 3G, Supplementary Figs. S3E and S4). In contrast, supplementation with zinc increased levels of cIAP1, prevented TNF-induced degradation of XIAP, and reduced TNF-induced cleavage of caspase-3 (Fig. 3G, Supplementary Figs. S3E and S4). Baseline levels of cIAP and XIAP were similar in MC38 sgCbfb cells and sgNT control cells, however, upon TNF treatment, neither cIAP or XIAP were degraded in sgCbfb MC38 cells. We also observed lower levels of both cleaved caspase-8 and -3 (and concomitant increase in pro-caspase-3 and -8) in *Cbfb*^*−/−*^ MC38 cells upon TNF treatment (Supplementary Fig. S5A). Furthermore, we found that TPEN fully restores TNF-mediated cytotoxicity in the absence of CBFβ (Supplementary Fig. S5B). Together, these data suggest that manipulation of intracellular zinc levels, through either supplementation or chelation, alters cellular levels of IAPs, which may in turn, modulate tumour cell susceptibility to TNF.

### Zinc protects tumours from T cell-mediated cytotoxicity

Given the role of zinc in modulating tumour cell sensitivity to TNF, we next examined the effects of zinc modulation on tumour cell susceptibility to T cell killing. To do this, we co-cultured MC38-HER2 cells or E0771-HER2 cells with increasing numbers of HER2-directed CAR-T cells, with or without zinc supplementation or TPEN treatment. Consistent with our recombinant TNF cell death assays, zinc supplementation significantly decreased CAR-T cell specific lysis of tumour cells, while treatment with TPEN significantly increased tumour cell lysis (Fig. 4A, B, Supplementary Fig. S6A, B). To confirm that TPEN enhanced tumour susceptibility to CAR-T killing via zinc chelation, we re-supplemented TPEN-treated co-cultures with zinc and observed complete protection of tumour cells from the effects of TPEN (Fig. 4C, Supplementary Fig. S6C). Likewise, to confirm that TPEN enhanced CAR-T cell killing via increasing tumour cell susceptibility to TNF, we depleted TNF from co-cultures by the addition of a TNF-neutralising antibody. Indeed, TNF neutralisation completely abrogated the effects of TPEN on tumour cell sensitivity to CAR-T cell killing (Fig. 4D, Supplementary Fig. S6D).

**Fig. 4:**
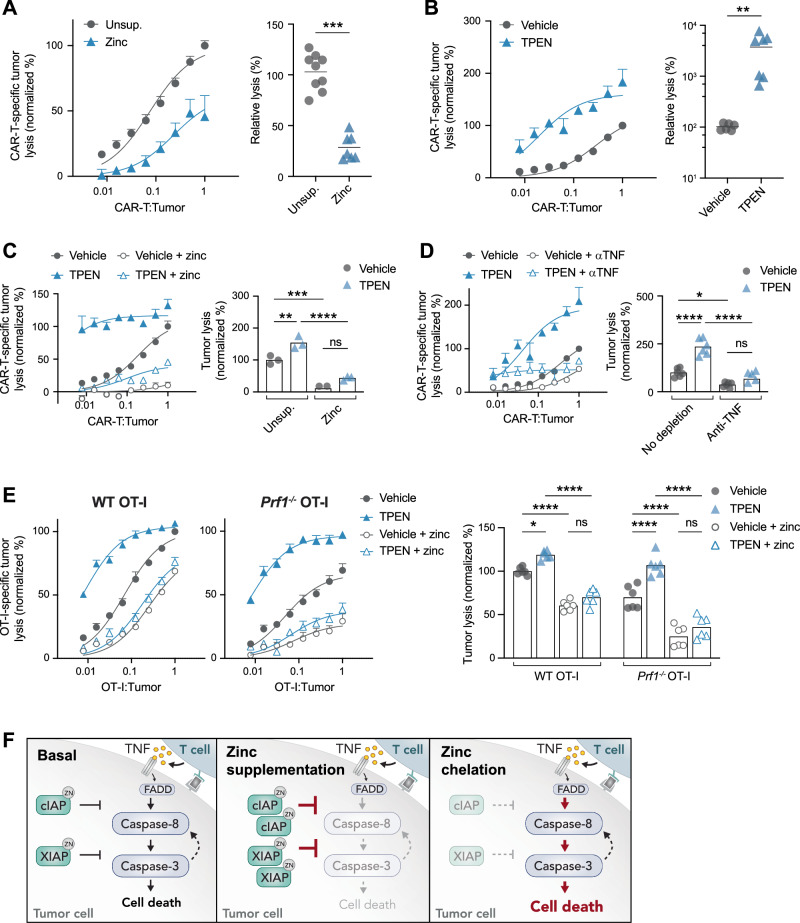
Zinc protects tumours from T cell-mediated cytotoxicity. **A**–**D** Lysis of ^51^Cr-labelled MC38-hHER2 tumour cells by hHER2-directed CAR-T cells in 16 h co-cultures, measured by ^51^Cr release at increasing CAR-T to tumour cell ratios. Co-cultures were treated with 7 µM TPEN or the corresponding vehicle in standard media or media supplemented with 100 µM ZnSO_4_ or TNF depletion antibodies. **A**, **B** Relative lysis is calculated as the efficiency of CAR-T cells to achieve an equal percent lysis of tumour cells, Mann–Whitney test, pooled data *n* = 3. **C**, **D** Right plots show normalized percent tumour lysis at a CAR-T to tumour cell ratio of 0.5:1, 2way ANOVA, pooled data *n* = 2. **E** Lysis of ^51^Cr-labelled MC38-OVA tumour cells by WT or perforin-deficient (*Prf*^*−/−*^) OT-I T cells in 16 h co-cultures, measured by ^51^Cr release at increasing OT-I to tumour cell ratios. Co-cultures were treated with 7 µM TPEN or the corresponding vehicle in standard media or media supplemented with 70 µM ZnSO_4_. **F** Proposed model of zinc modulation of tumour cell sensitivity to T cell-mediated cytotoxicity. All error bars show +/−SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Finally, we examined whether zinc modulation altered tumour cell susceptibility to direct perforin-mediated T cell killing. To do this, we co-cultured MC38-OVA cells with wildtype or perforin-deficient OT-I T cells, in combination with either zinc supplementation or TPEN treatment. Consistent with results observed in our CAR-T cell cultures, TPEN significantly enhanced T cell-specific tumour cell lysis, while zinc supplementation protected tumours from T cell killing and completely abrogated the effects of TPEN (Fig. 4E). Importantly, these results were the same in wildtype and perforin deficient-OT-I T cell cultures, demonstrating that the effects of zinc modulation on tumour cell sensitivity to T cell killing is independent of perforin. Together, these data support a model whereby intracellular zinc modulation, via supplementation or chelation, modulates tumour cell sensitivity to T-cell-derived TNF (Fig. 4F).

## Discussion

In this study we aimed to uncover novel regulators of tumour immune-evasion by identifying genes that promote tumour cell susceptibility to MHC-unrestricted CAR-T cell cytotoxicity. In line with previous studies by us and others, we identified TNF-mediated cell death as a critical mechanism by which cytotoxic T cells elicit their anti-tumour activity [5–7, 14]. We further identified the transcription factor, CBFβ, as a positive regulator of tumour sensitivity to TNF-mediated cell death. CBFβ has a well-established role in haematopoiesis and leukaemogenesis [15–17]. While its role in solid cancers is less defined, existing studies implicate CBFβ in the promotion of solid cancer growth, plasticity, and metastasis [8, 18, 19]. To our knowledge, our study has uncovered the first mechanism by which CBFβ attenuates tumour cell fitness, by enhancing vulnerability to immune clearance. Importantly, previous studies evaluating the role of CFBβ in solid tumours have been performed in human model systems in the absence of an immune system, likely explaining why a role for CBFβ in immune evasion has not been identified previously. Our findings showed that CBFβ depletion lowered the tumour TNF toxicity threshold, rather than completely abrogating TNF sensitivity. This suggests that CBFβ is not a critical component of the TNF-induced death pathway, but more likely modulates TNF sensitivity indirectly. To determine why CBFβ-depleted cells were less susceptible to TNF, we performed RNA-seq across two mouse cancer cell lines and compared our results to available published data in CBFβ-deficient human tumour cells [8]. We identified that alteration of metal ion homoeostasis is a common feature of tumour cells lacking CBFβ although the underlying molecular basis remains to be defined. Further analyses showed that modulation of cellular zinc dramatically impacted tumour susceptibility to TNF.

Zinc and other metals play an important role in cellular function by acting as essential cofactors in thousands of intracellular proteins, where they contribute to regulation of protein stability and/or function [20–22]. Accordingly, cellular metal homoeostasis is tightly regulated by complex metalloregulatory networks that control the expression of genes that include membrane transporter and intracellular metal-binding proteins, such as Mt. Disrupted metal ion homoeostasis is commonly observed in cancer, and dysregulated zinc, copper, and iron have been shown to promote cancer initiation, survival, progression, and metastasis [23–26]. While less is known about the role of metal homoeostasis in tumour immune evasion, copper has been shown to protect tumours from T cell killing via upregulating expression of the T cell inhibitory ligand, PD-L1 [27]. Indeed, treatment of mice with copper-chelating agents, dextran-catechin (DC) or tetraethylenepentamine TEPA, increased cytotoxic lymphocyte infiltration into tumours and slowed tumour growth, suggesting that targeting tumour ion homoeostasis has potential as an anti-cancer immunotherapeutic. Here, we observed intracellular increases in the levels of metals that play crucial roles in regulating cellular activity (magnesium and calcium), contribute to oxidative stress management (manganese, copper, zinc, and selenium) [28], regulate kinase activity and enable mitochondrial respiration (copper) [29], and metalloprotein structure and/or activity (zinc) [30]. In cells lacking CBFβ, intracellular increases in these metals occurred concomitantly with a downregulation in the expression of Mt genes. Reducing the abundance of this crucial buffer for intracellular copper and zinc would increase the labile pool of these metals and thereby promoting their ability to interact with permissive proteins, such as IAPs. Our findings are consistent with the zinc serving as a stabilising cofactor for these proteins, as survival was enhanced by further supplementing the cellular pool of the metal [11]. Further, decreasing cellular zinc via chelation increased tumour cell susceptibility to TNF-mediated death in a similar manner to therapeutic IAP antagonists (also known as smac-mimetics).

Our observation that zinc chelation destabilises IAPs suggest that these proteins are particularly sensitive to changes in intracellular zinc levels. However, whether other proteins, including other zinc-finger proteins, are similarly sensitive to zinc chelation requires further investigation. Indeed, the sensitivity of specific proteins to intracellular zinc may depend on their specific structural characteristics and function. Evaluating the effects of zinc chelation on other proteins and its broader impact on cellular processes is essential to ensure the development of safe and effective therapeutic strategies. Promisingly however, while smac-mimetics primarily target cIAPs, the dual action of zinc chelation in degrading both cIAPs and XIAPs may make it a more potent and comprehensive approach to sensitise tumour cells to TNF-induced apoptosis. Hence, as a therapeutic strategy, zinc chelation could potentially offer a promising advantage over smac-mimetics.

Taken together, our results demonstrate that intracellular zinc protects tumour cells from TNF-mediated cell death through the stabilisation of IAPs. This zinc dysregulation renders tumours less sensitive to immune clearance by T cells by increasing the toxicity threshold of T cell-derived TNF. Zinc homoeostasis may therefore present a novel tumour cell vulnerability that may be targeted therapeutically for the treatment of cancer.

## Materials and methods

### Mice

C57BL/6 were purchased from Animal Resource Centre (WA) and C57BL/6 OT-I transgenic mice were bred in house. All mice were housed in the Peter MacCallum Cancer Centre Animal Core Facility under specific pathogen-free conditions.

### Antibodies and reagents

Anti-CBFβ (Ab33516) was purchased from Abcam (Cambridge, United Kingdom). Secondary antibody was polyclonal swine anti-rabbit, purchased from DAKO (Jena, Germany), Propidium Iodine (PI) (Sigma-Aldrich, Sydney, New South Wales, Australia). Recombinant mouse TNF was purchased from PeproTech (Rocky Hill, New Jersey, USA).

### Cell lines

Murine MC38 and E0771 cell lines were cultured in DMEM (Gibco, Melbourne, Victoria, Australia; Invitrogen, Scoresby, Victoria, Australia) supplemented with 10% (v/v) fetal calf serum (FCS) (Thermo Scientific, Scoresby, Victoria, Australia) and penicillin/streptomycin (Gibco) and incubated at 37 °C, 10% CO_2_. All lines were verified to be mycoplasma-negative by the Victorian Infectious Diseases Reference Laboratory by PCR analysis. For generation of edited tumour cell lines, the cells were transiently transfected using the Amaxa Nucleofector 4D System (Lonza) using a synthetic guide (IDT) and Cas9 Nuclease V3 (IDT). 

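Cbfb lies on the plus strand of chromosome 8 of GRCm38, from 105170674 to 105217989. The Cbfb guide sequence GCCTTGCAGATTAAGTACAC was matched to the GENCODE M21 mouse transcripts, since a genome sequence was not used here. Its 1 perfect match with an adjacent NGG motif was in Cbfb, in a transcript that retains an intron, and lies on chromosome 8 from 105171297 to 105171316 on the plus strand. The first 9 bases are the end of the intron before exon 2 and the other 11 are the start of exon 2 (105171306 to 105171392), which is coding in the protein-coding transcript Cbfb-201 with 6 exons. The GGG that follows is the motif Cas9 needs. Cas9 cleaves 3 bases before it, so that the predicted cut falls after 105171313, which is 8 bases into exon 2. In context the reference reads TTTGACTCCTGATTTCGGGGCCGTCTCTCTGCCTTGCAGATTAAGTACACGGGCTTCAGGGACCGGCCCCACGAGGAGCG. Over 141767 transcripts, 0 other genes matched the guide with up to 3 mismatches and an NGG motif. The non-targeting guide, read as DNA, had 0 matches with fewer than 3 mismatches, and 2 genes matched it with 3 mismatches and an NGG motif. Introns and intergenic sequence were not searched. The libraries hold expression values and not the edited sequence, so the share of edited alleles was not measured here.

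**Figure D3:**
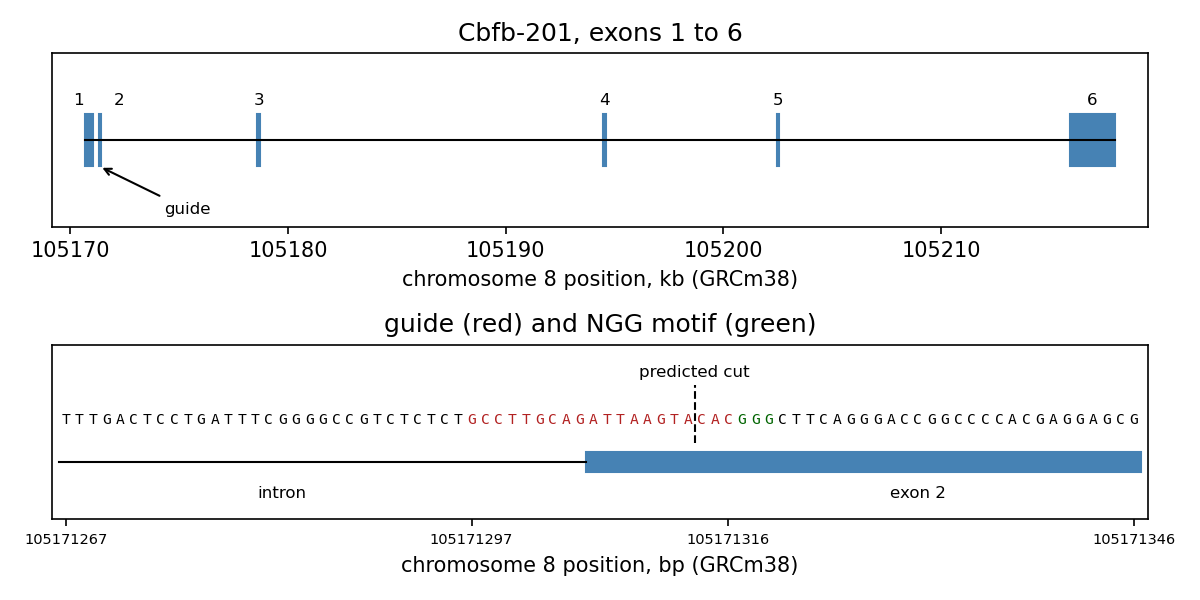
Map of the guide site in Cbfb on chromosome 8 of GRCm38. The upper panel shows the 6 exons of Cbfb-201 as boxes along the position in kb, and the lower panel shows the reference bases around the site with the guide in red, the NGG motif in green and the predicted cut as a dashed line. The guide spans the start of exon 2, with 9 of its bases in the intron and 11 in the exon.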

Oligonucleotides used: Cbfb GCCTTGCAGATTAAGTACAC; Negative control (non-targeting) GCACUACCAGAGCUAACUCA.

### Mouse T cells

The generation of murine CAR-T cells was done as previously described [31, 32]. Briefly, retrovirus encoding a CAR composed of an extracellular scFv–anti–human HER2 fused to the transmembrane domains of CD28 and CD3ζ was transduced into anti-CD3 and anti-CD28 activated T cells from the spleen of C57BL/6 mice. Primary OT-I T cells were isolated from the spleens of C57BL/6 OT-I transgenic mice and activated with OVA_257_ peptide (Auspep, Tullamarine, Victoria, Australia). All T cells were cultured in enriched T cell media (RPMI supplemented with 10% (v/v) FCS, penicillin/streptomycin, L-glutamine, non-essential amino acids, 4-(2-hydroxyethly)-1-piperazineethanesulfonic acid (HEPES), sodium pyruvate (Calbiochem, Macquarie Park, New South Wales, Australia) and 100 IU/mL IL-2 (ROCHE, New South Wales, Australia) and 2 ng/mL IL-7 (CAR-T cells only) (PeproTech, Rocky Hill, NJ). Cells were incubated at 37°C, 5% CO_2_ and routinely used on day 4–8 post-activation.

### Cytotoxicity assays

The cytotoxic activity of T cells was measured using a standard chromium release assay as previously described [33]. The percentage specific killing was determined using the formula: (Sample ^51^Cr release – Spontaneous ^51^Cr release)/ (Total ^51^Cr release − Spontaneous ^51^Cr release) × 100. All assays were performed using triplicate wells. To generate relative killing (fold) graphs, relative killing at the E:T ratio that resulted in 50% maximal killing of the least cytotoxic condition was compared using Michaelis-Menten trends, as described previously [33].

### Competition assays

Tumour cells were transduced with lentivirus containing lentiGuide-Crimson (Addgene Plasmid: 70683) in the presence of sequa-brene (5 μg/mL; Sigma-Aldrich). Virus was generated from overnight transfection of HEK293T cells in the presence of polyethylenimine using 3^rd^ generation lentiviral envelope and packaging plasmids: pMD2.G, pMDL, and pRSV-Rev. 48 h after transfection, virus was filtered and then added to adhered tumour cells targets. Forty-eight hours after transduction, crimson^+^ cells were FACS sorted in-house at the Peter MacCallum Flow Cytometry Core Facility using a FACS Aria Fusion flow cytometer (BD Biosciences).

### Sequencing

3′ mRNA sequencing: Tumour cells were lysed and total RNA was isolated as per the manufacturer’s instructions (NucleoSpin RNA Extraction kit, Macherey-Nagel, Bethlehem, PA). Subsequently, the RNA was analysed on a TapeStation (Agilent TapeStation 2200), and only RNA with RNA integrity number values greater than 9 were used for downstream library preparation. The QuantSeq 3′ mRNA Library Prep Kit (Lexogen) was used to prepare libraries. The 3′ mRNA sequencing libraries were sequenced single-end 75 base pairs (bp) on the NextSeq 500 (Illumina). The resulting reads were demultiplexed using CASAVAv1.8.2, and sample quality control was performed using FastQC (Babraham Bioinformatics, Babraham Institute). The reads were trimmed using cutadapt (v1.9) and subsequently aligned to the mouse reference genome (GRCm38/mm10) using HISAT2 (v2.1.0), after which read counting was performed using FeatureCounts from the Subread package (v1.5.0). Differential gene expression analysis was performed using Voom-LIMMA.

### CRISPR screen

Tumour cells were transduced with a mouse CRISPR Knockout Pooled Library (Brie) (Addgene Cat: 73633). Transductions were performed at a multiplicity of infection of 0.3 to ensure integration of single sgRNA constructs per cell. After transduction, transduced cells were selected with puromycin (6 μg/mL) for 5 days and then co-cultured with HER2-targeting mouse CAR-T cells at effector to target (E:T) ratios of 2:1. The tumour cells were exposed to a total of three rounds of CAR-T cell killing, after which the pellets were snap-frozen. Genomic DNA extraction was subsequently performed using the DNeasy Blood & Tissue Kit (Qiagen), and libraries were prepared. The libraries were subsequently multiplexed and run on the NextSeq 500 (Illumina) generating 75-bp single-end reads. After demultiplexing with CASAVA (v1.8), the vector-derived sequence reads were removed, and only reads of exactly 20 bp were extracted using cutadapt (v1.7). Subsequently, MAGeCK (v0.5.6) was used to count the reads and perform gene/sgRNA enrichment and statistical analysis. The resulting data were visualized using the R package ggplots2.

### Western blotting

To analyse proteins, we used NaDodSO4 PAGE (SDS-PAGE). Samples were lysed in radioimmunoprecipitation assay (RIPA) buffer on ice for 30 min, and supernatants were collected following 10 min of centrifugation at 10,000 × *g*. Lysates were then loaded into 8–12% polyacrylamide gels and electrophoresed at 100 V. Resolved proteins were then transferred onto nitrocellulose membranes at 40 mA overnight. Membranes were blocked for 1 h (5% (w/v) BSA, 0.05% (w/v) NaN_3_ in PBS, Tween 20), then incubated with primary antibody overnight. Proteins were detected using HRP-conjugated secondary antibody, using the ECL system (Amersham Bioscience) according to the manufacturer’s protocols using an iBright FL1500 imaging system (Thermo Fisher Scientific).

### ICP-MS

Tumour cells were trypsinized and counted, and equal numbers of cells were collected per sample. Samples were washed 3 times with PBS by centrifugation for 4 min at 400 × *g* and cell pellets were stored at room temperature for ICP-MS. Cell pellets were digested by addition of 250 μL of 65% (v/v) HNO_3_ (Suprapur, Merck) followed by heating at 96 °C for 20 min. Samples were allowed to cool, briefly vortexed, centrifuged at 20,000 × *g* for 25 min and 50 μL of supernatant was diluted in MilliQ-H_2_O to a final volume of 1 mL. Samples were prepared in technical duplicate. Elemental analysis was performed using an Agilent 8900 triple quadrupole ICP-MS (Agilent Technologies, Mulgrave, Australia). The ICP-MS was calibrated using 0, 1, 2.5, 5, 10, 25, 50, 100, 250, 500 and 1000 parts per billion (ppb) of a certified multi-element calibration standard (Agilent Technologies). A certified standard solution containing 100 ppb of yttrium (Agilent Technologies), via T-piece introduction, was used as an internal standard. PBS and sample preparation blanks (containing MilliQ-H_2_O and HNO_3_) were measured to monitor for elemental contamination. Data expressed as molar concentration. Operating parameters for Agilent 8900 triple quadrupole ICP-MS were as follows:

**Table:** 

Instrument parameters	
Scan type	Single quad
Cell gas flow	He, 5.0 mL min^−1^
Nebulizer	MicroMist
Nebulizer gas flow	1.05 L min^−1^
RF power	1550 W
Sample depth	8.0 mm
Spray chamber temperature	2 °C
Extracts 1, 2	−12.0, −250.0 V
Omega bias, lens	−130, 6.0 V
Cell entrance, exit	−50, 60 V
Deflect, plate bias	−5.4, −60 V
OctP bias, RF	−18.0, 180 V
Q1 entrance, exit	−50.0, 0.0 V
Q1 bias	−3.0 V
Measured masses	24, 43, 44, 55, 56, 59, 60, 63, 66, 78, 89 & 111

## Supplementary information

Supplemental Material

## Data Availability

Sequencing data has been deposited the GEO repository under Accession Number GSE244141.

# Supplementary material for: Intracellular zinc protects tumours from T cell-mediated cytotoxicity
**Source:** Cell Death Differ. 2024 Sep 11;31(12):1707–16. doi: 10.1038/s41418-024-01369-4

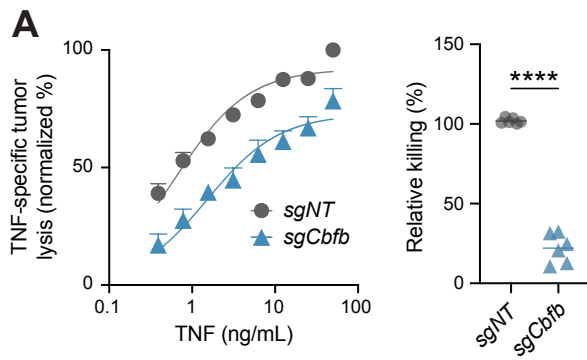

Figure S1. (A) Lysis of  $^{51}\text{Cr}$ -labelled E0771 tumor cells in increasing concentrations of TNF over 16 h. Relative lysis is calculated as the efficiency of TNF to achieve an equal percent lysis of tumor cells, unpaired t test,  $n=6$ . Error bars show  $\pm$  SEM, \*\*\*\*  $P < 0.0001$ .

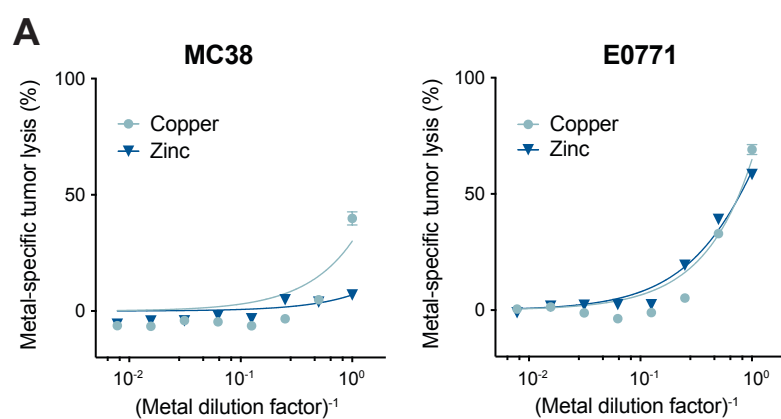

Figure S2. (A) Lysis of <sup>51</sup>Cr-labelled MC38 and E0771 tumor cells in 2-fold increasing concentrations of indicated metals over 16 h, starting at top concentrations of 2 mM CuSO<sub>4</sub> sulfate, 2 mg/mL ferric ammonium citrate (iron) and 400 μM ZnSO<sub>4</sub>, representative of n=2.

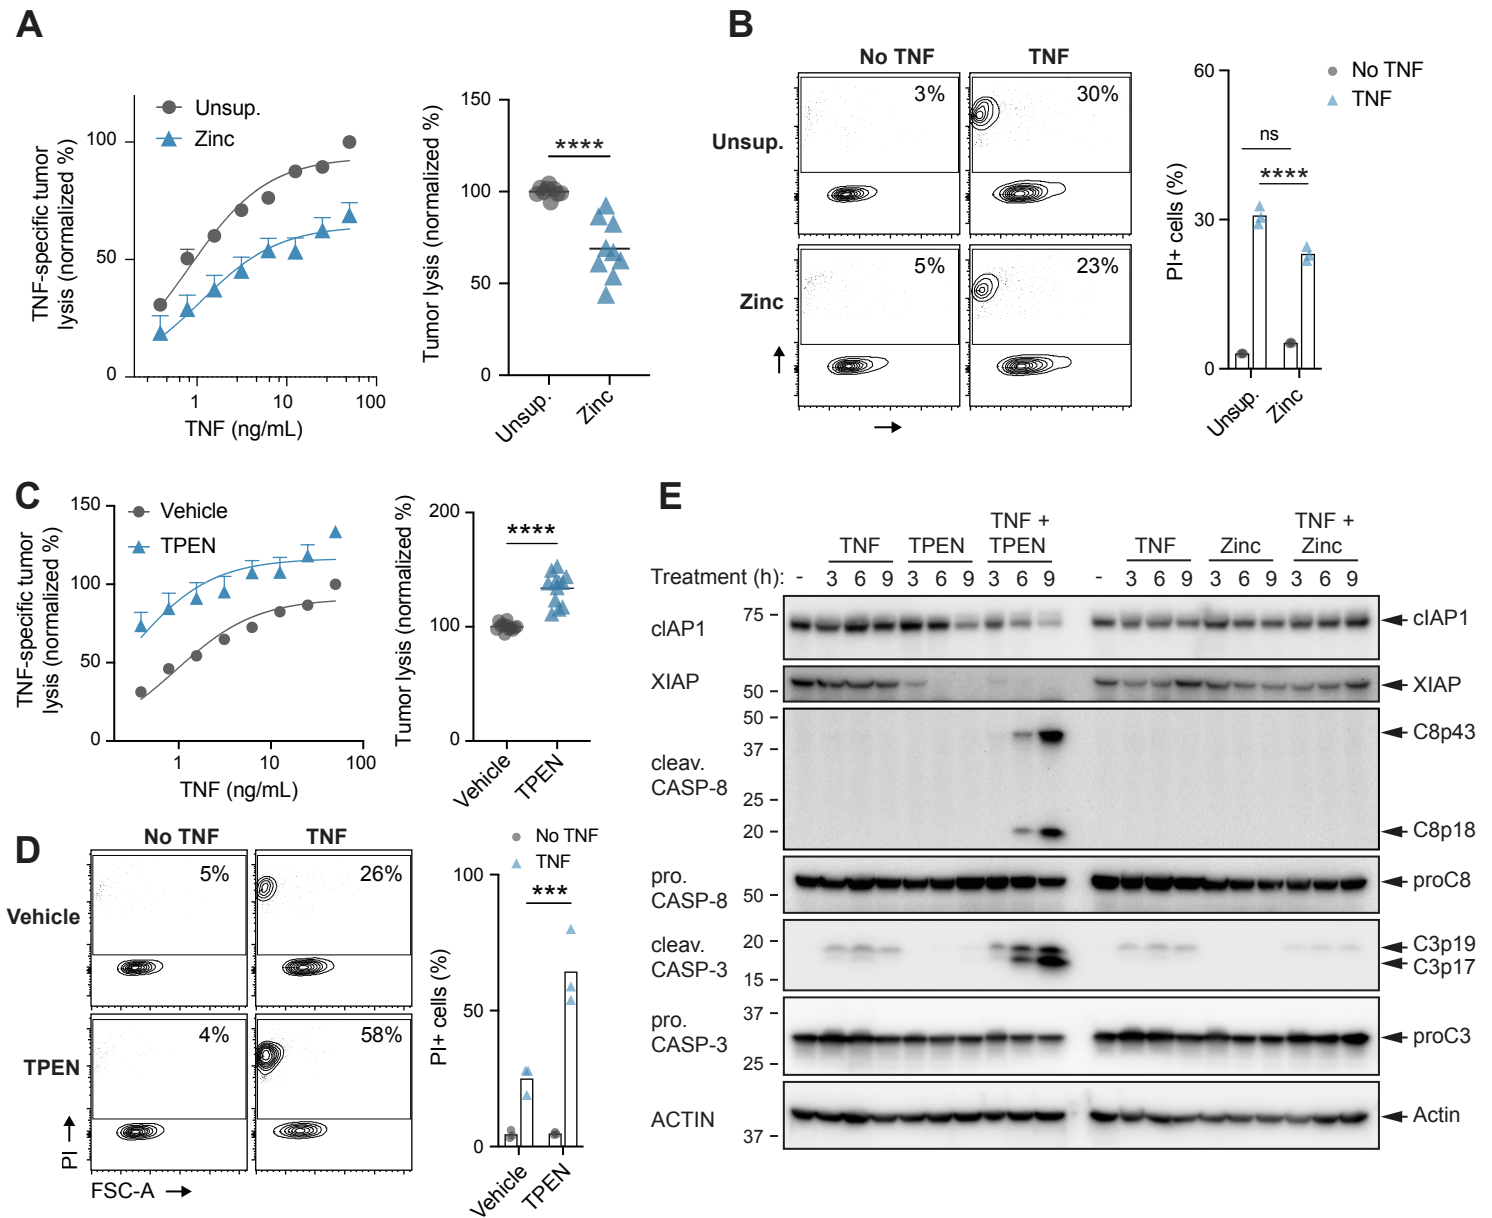

Figure S3. (A) Lysis of <sup>51</sup>Cr-labelled E0771 tumor cells in increasing concentrations of TNF over 16 h in standard media or media supplemented with 70  $\mu$ M ZnSO<sub>4</sub>. Right plot shows normalized percent tumor lysis at 50 ng/mL TNF, Mann-Whitney test, pooled data n=3. (B) E0771 tumor cell death measured by PI uptake following 16 h of treatment with 10 ng/mL TNF in standard media or media supplemented with 70  $\mu$ M ZnSO<sub>4</sub>, 2way ANOVA, n=3. (C) Lysis of <sup>51</sup>Cr-labelled E0771 tumor cells in increasing concentrations of TNF over 16 h in media treated with 7  $\mu$ M TPEN or the corresponding vehicle. Right plot shows normalized percent tumor lysis at 50 ng/mL TNF, Mann-Whitney test, pooled data n=4. (D) E0771 tumor cell death measured by PI uptake following 7 h of treatment with 10 ng/mL TNF with 7  $\mu$ M TPEN or the corresponding vehicle, 2way ANOVA, n=3. (E) Immunoblot analysis of E0771 tumor cells following treatment with 10 ng/mL TNF with/without 7  $\mu$ M TPEN or 70  $\mu$ M ZnSO<sub>4</sub> for the indicated time. All error bars show  $\pm$  SEM, \*\*\* P < 0.001, \*\*\*\* P < 0.0001.

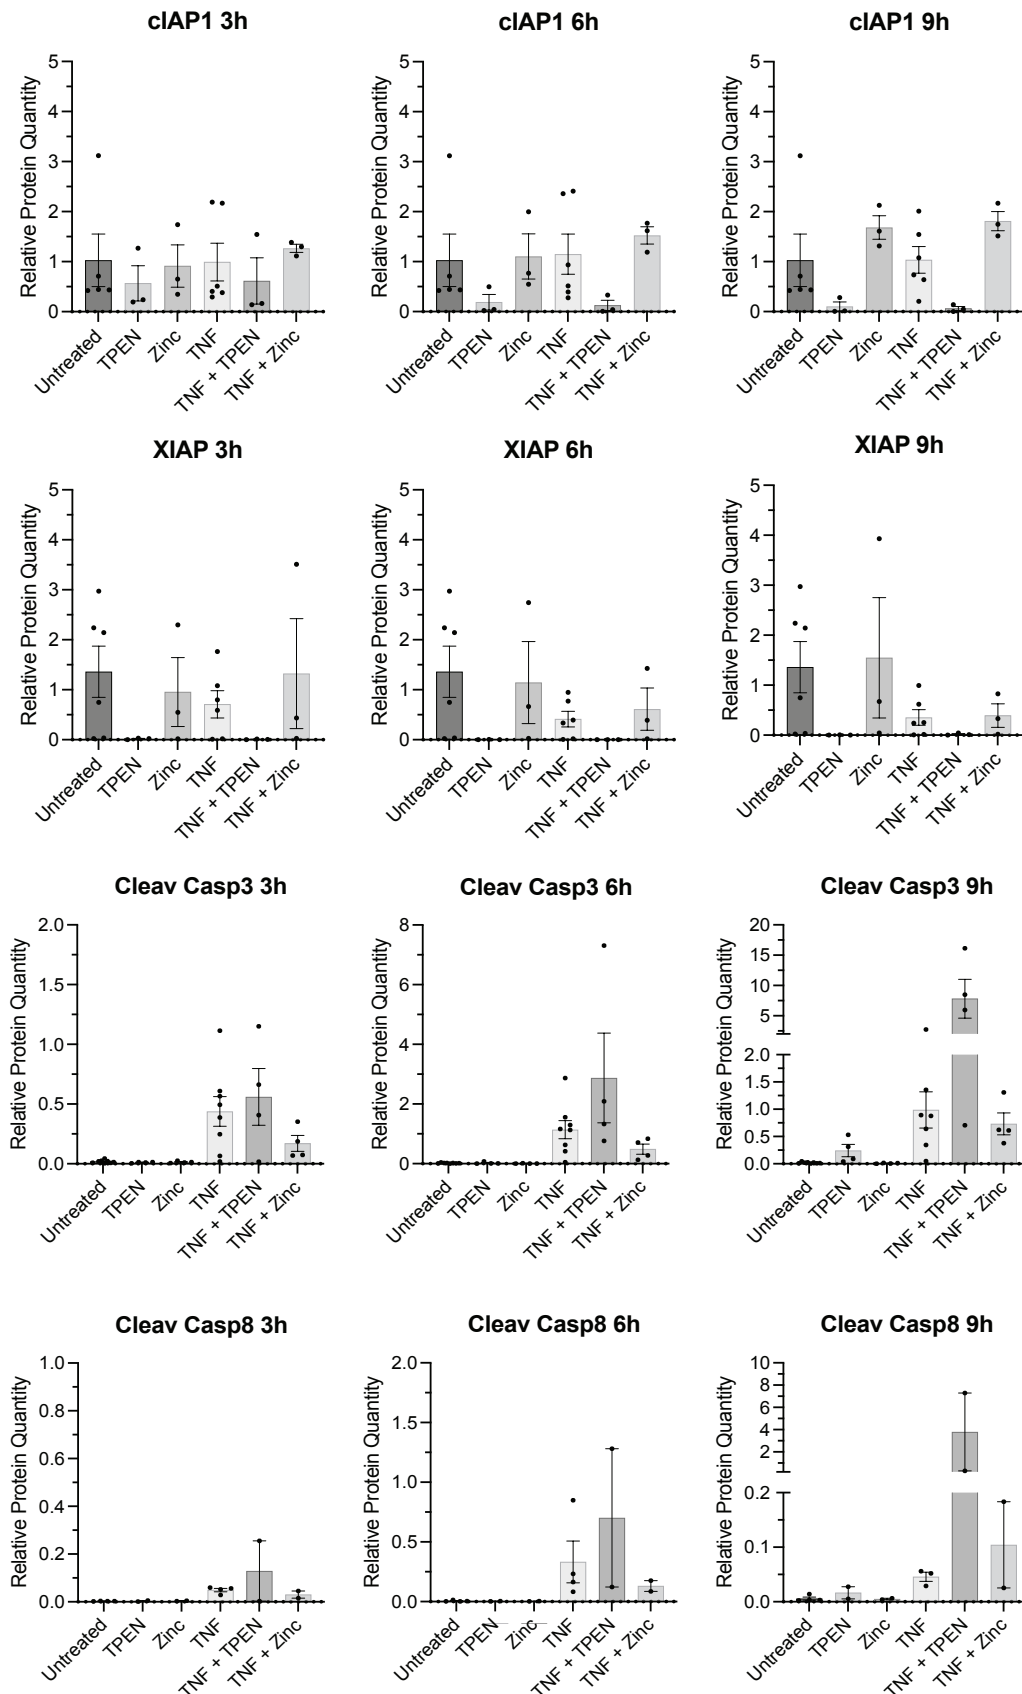

Figure S4. Quantification of protein from replicates of Western blot presented in Figure 3G (n=2-6 for each protein) for MC38 cells.

**A**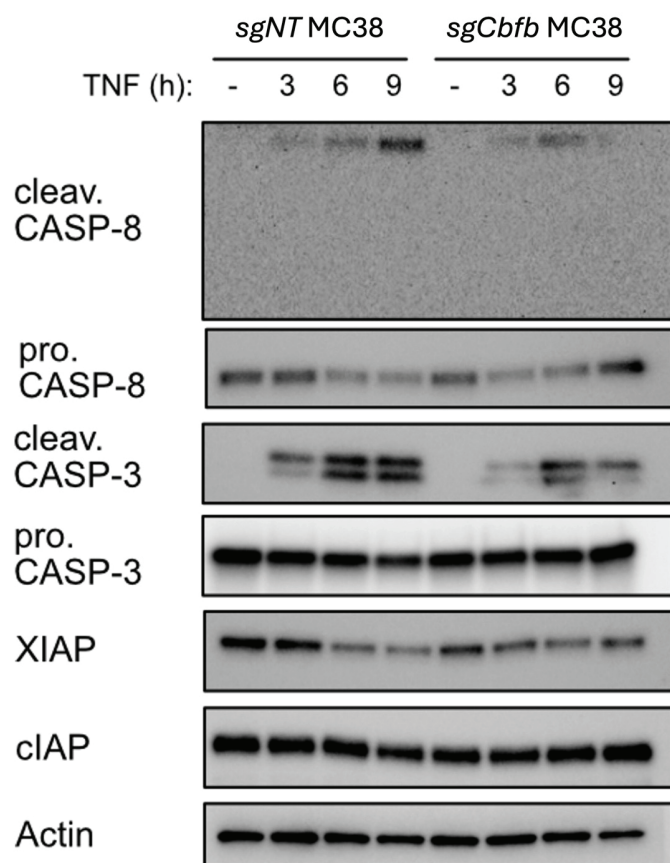**B**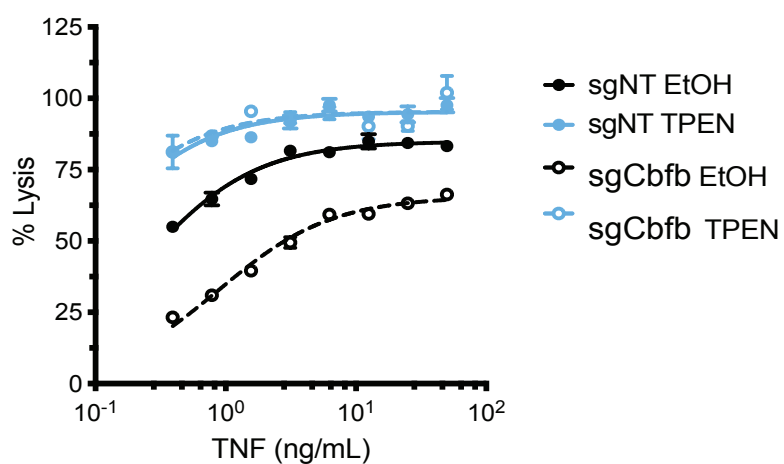

Figure S5. (A) Immunoblot analysis of indicated proteins in wildtype (*sgNT*) and CBFB deficient (*sgCbfb*) MC38 tumor cells following treatment with 10 ng/mL TNF for the indicated time. (B) Lysis of <sup>51</sup>Cr-labelled wildtype (*sgNT*) and CBFB deficient (*sgCbfb*) MC38 tumor cells in increasing concentrations of TNF over 16 h in media treated with 7 μM TPEN or the corresponding vehicle (EtOH).

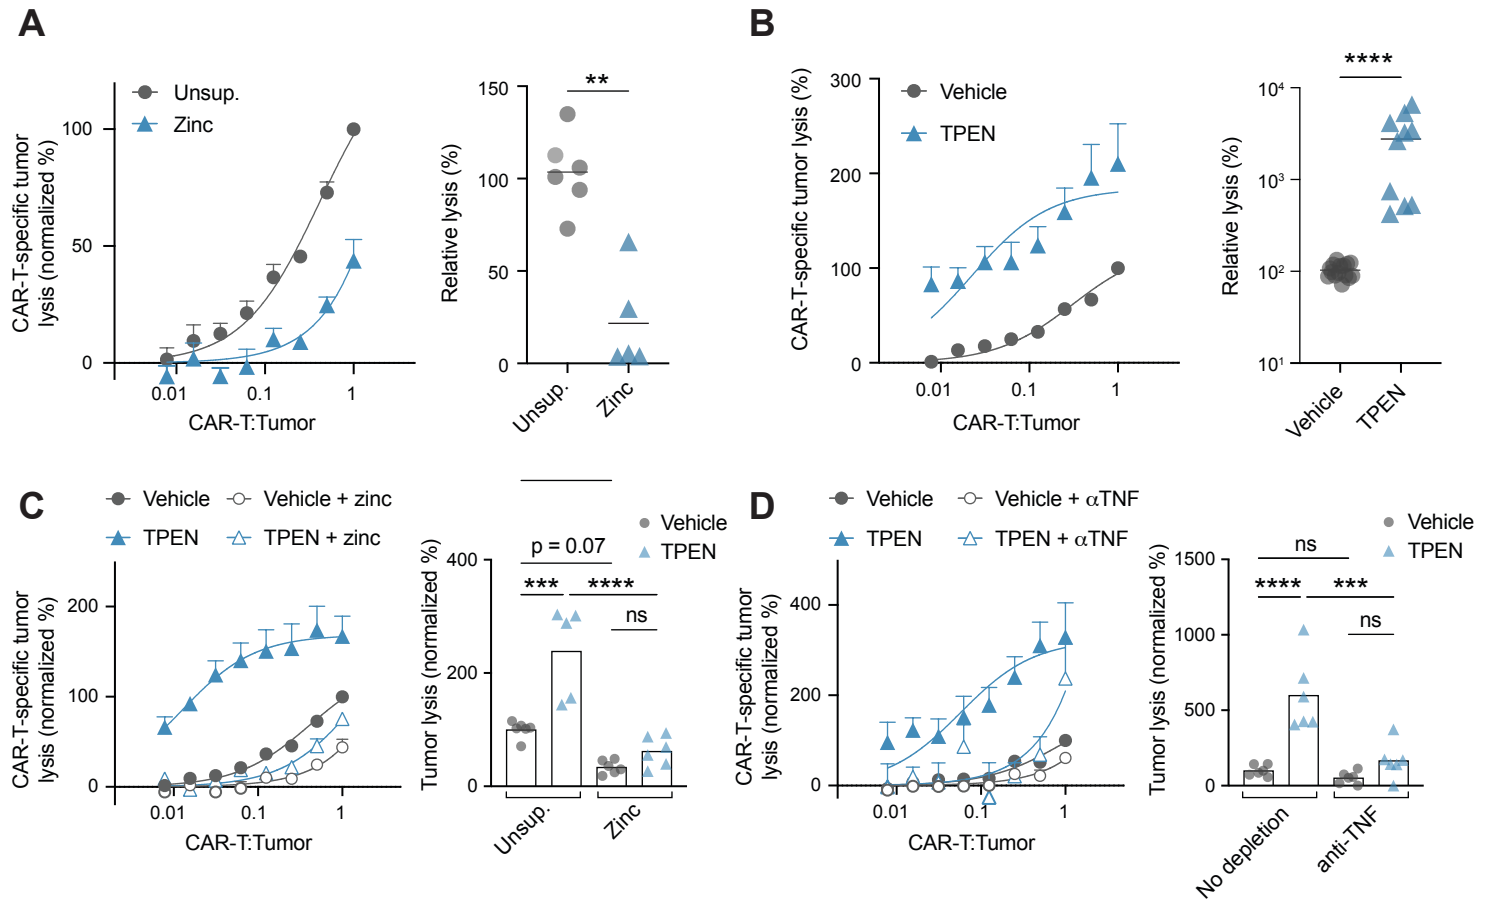

Figure S6. (A-D) Lysis of  $^{51}\text{Cr}$ -labelled E0771-hHER2 tumor cells by hHER2-directed CAR-T cells in 16 h co-cultures, measured by  $^{51}\text{Cr}$  release at increasing CAR-T to tumor cell ratios. Co-cultures were treated with  $7\ \mu\text{M}$  TPEN or the corresponding vehicle in standard media or media supplemented with  $100\ \mu\text{M}$   $\text{ZnSO}_4$  or TNF depletion antibodies. (A-B) Relative lysis is calculated as the efficiency of CAR-T cells to achieve an equal percent lysis of tumor cells, Mann-Whitney test, pooled data  $n=3$ . (C-D) Right plots show normalized percent tumor lysis at a CAR-T to tumor cell ratio of 0.5:1, 2way ANOVA, pooled data  $n=2$ . All error bars show  $\pm$  SEM, \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

cIAP1

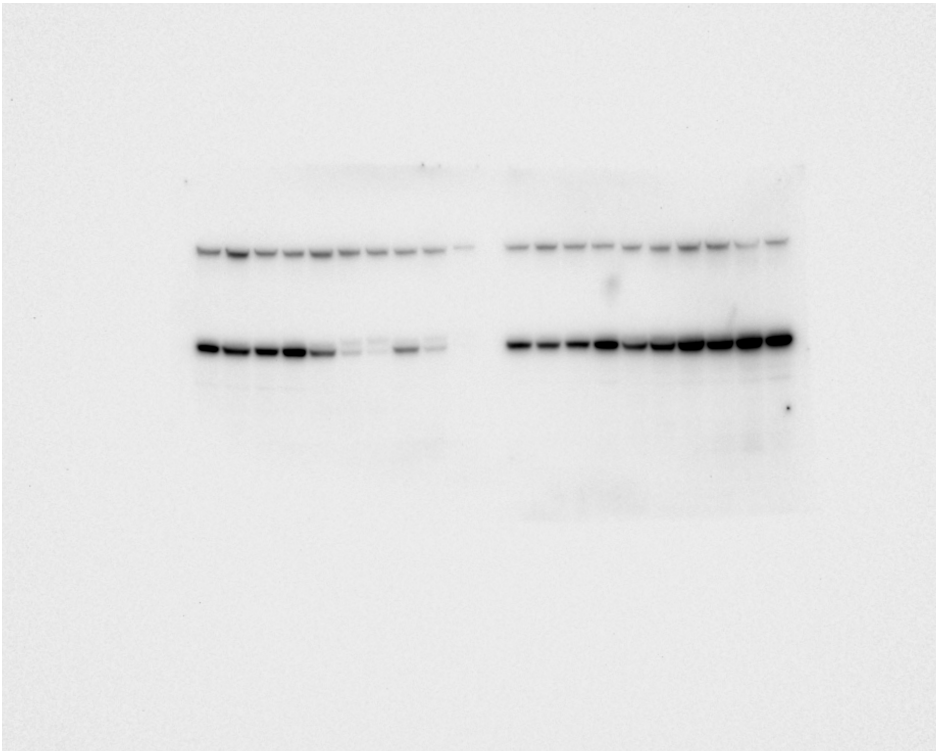

XIAP

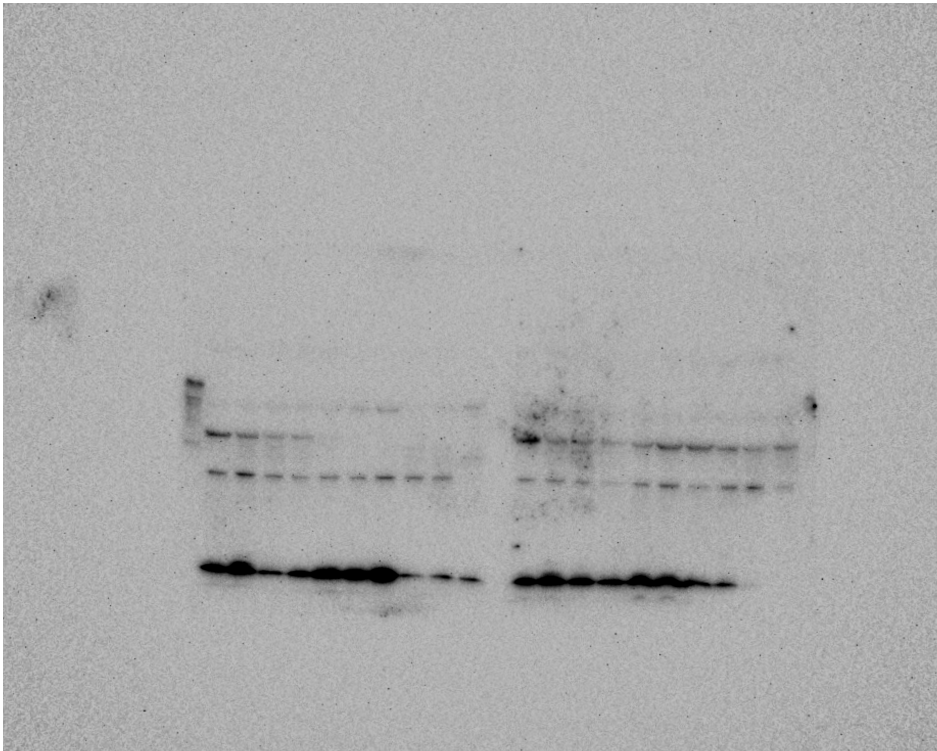

Pro-Caspase 8

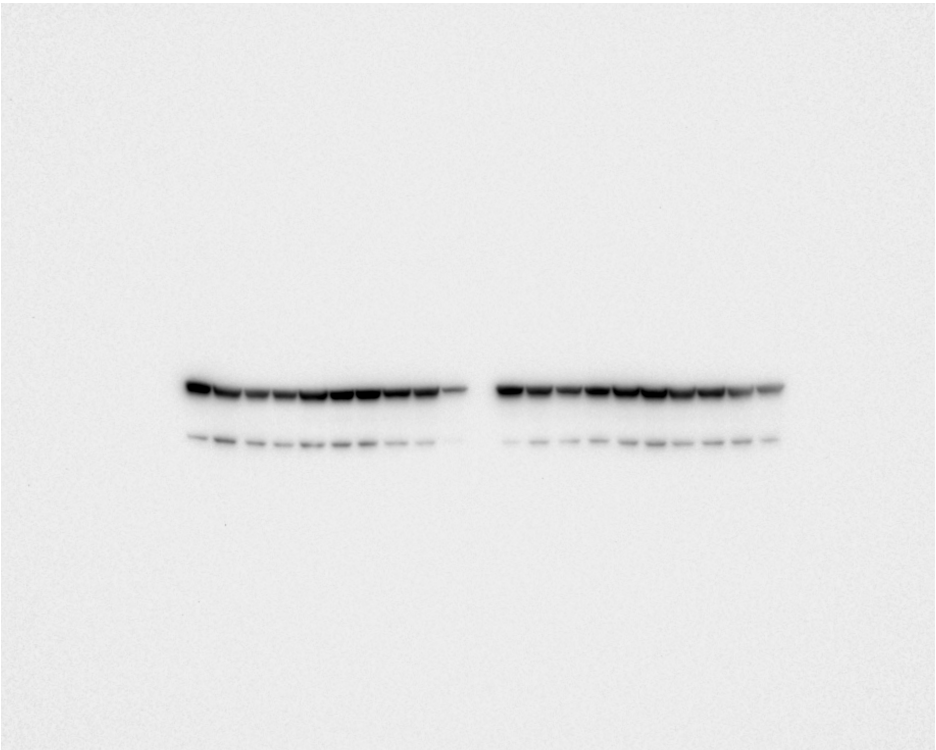

Cleaved Caspase 8

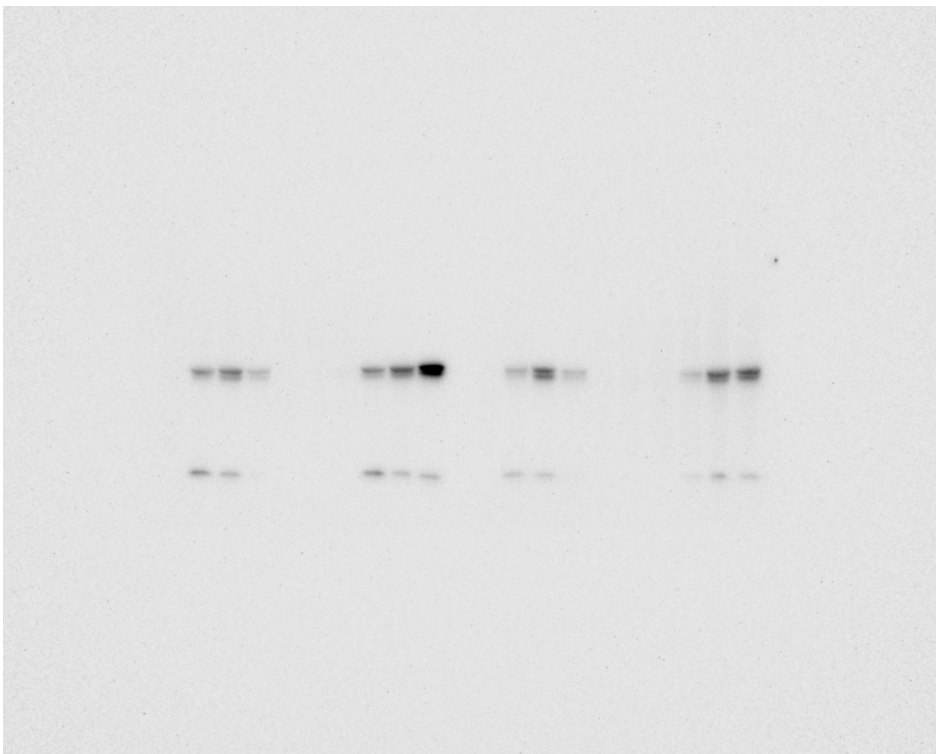

Pro-Caspase 3

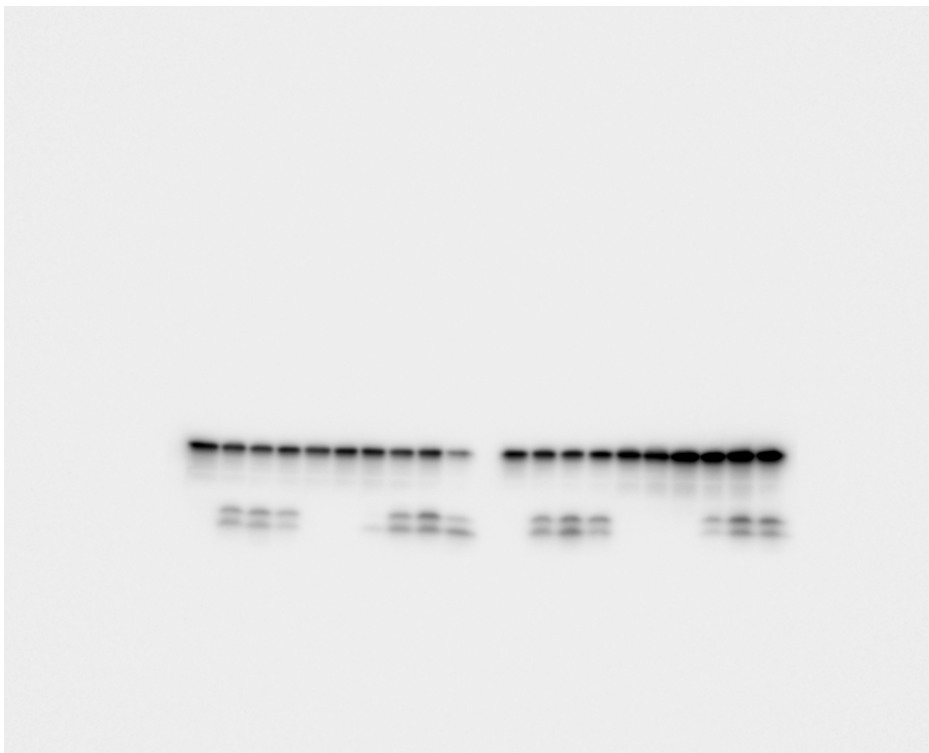

Cleaved Caspase 3

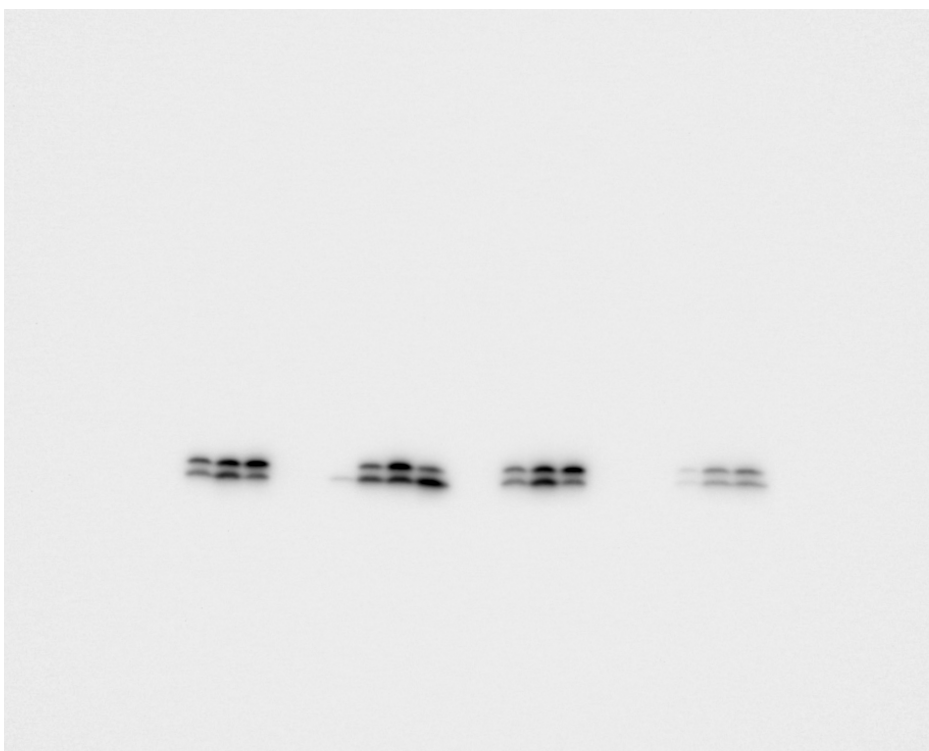

Actin

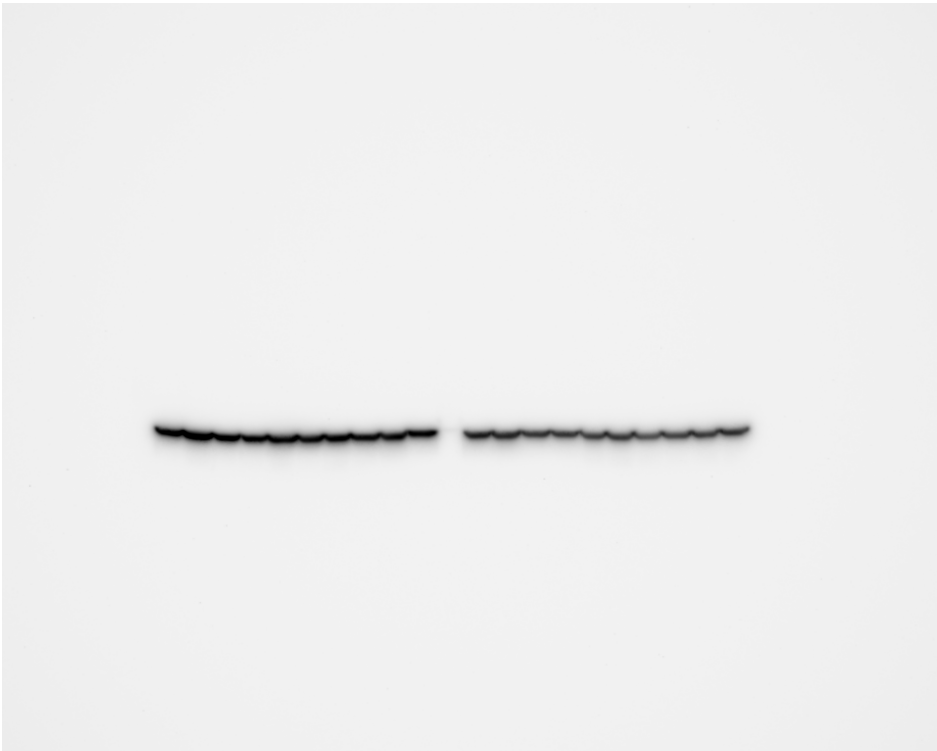

cIAP1

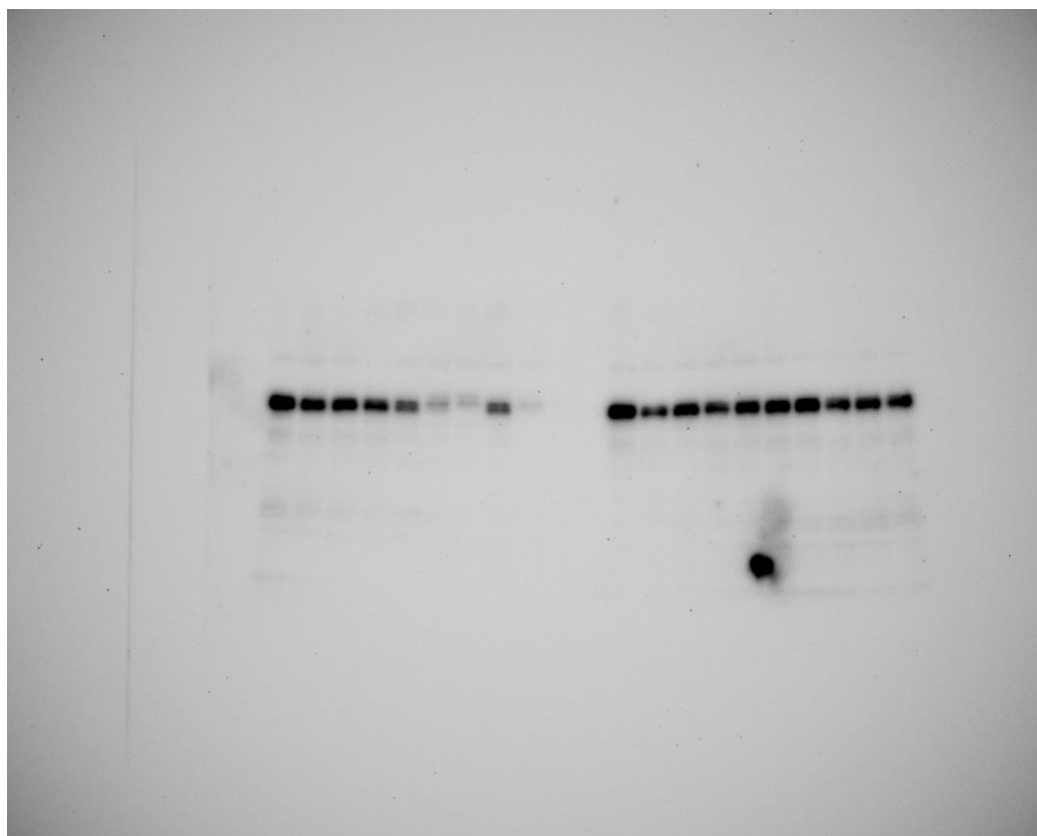

XIAP

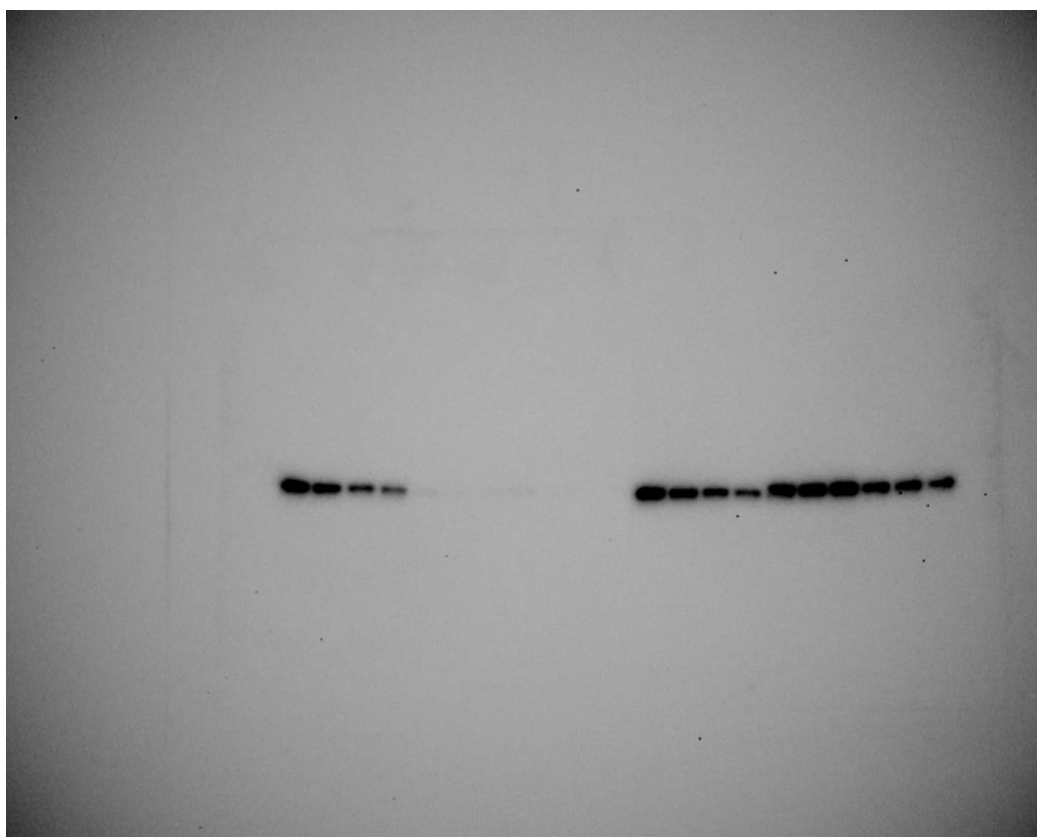

Cleaved Caspase-3

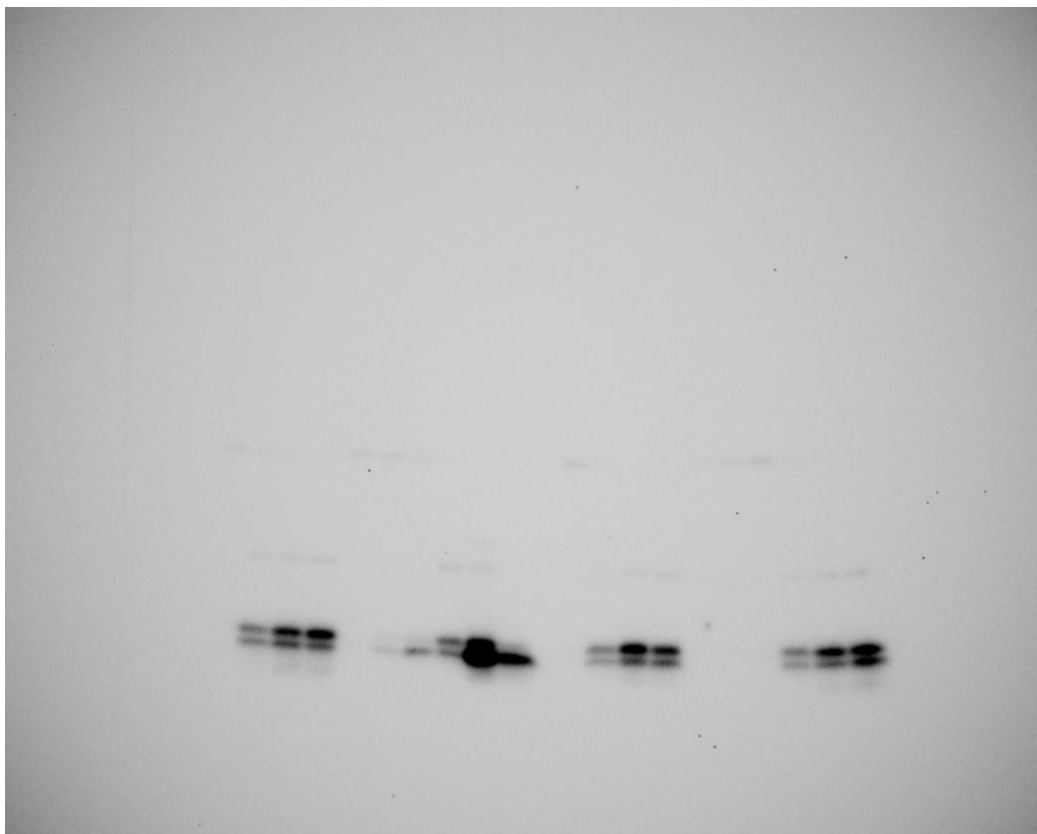

Actin

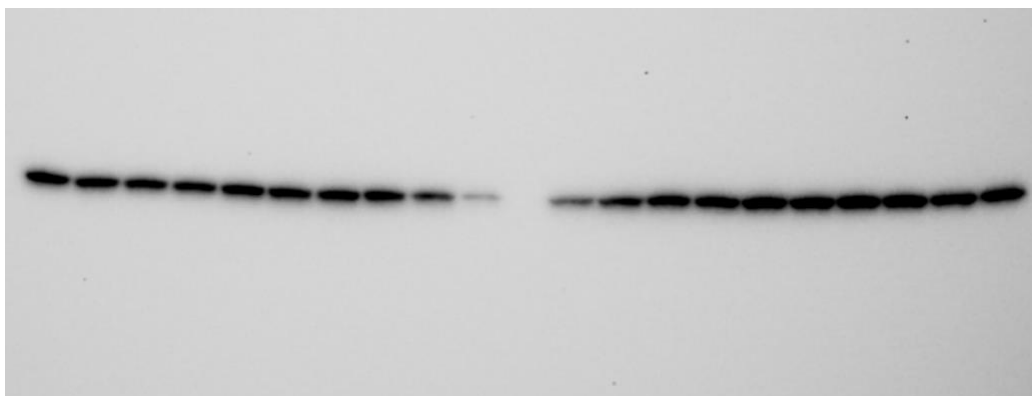

cIAP1

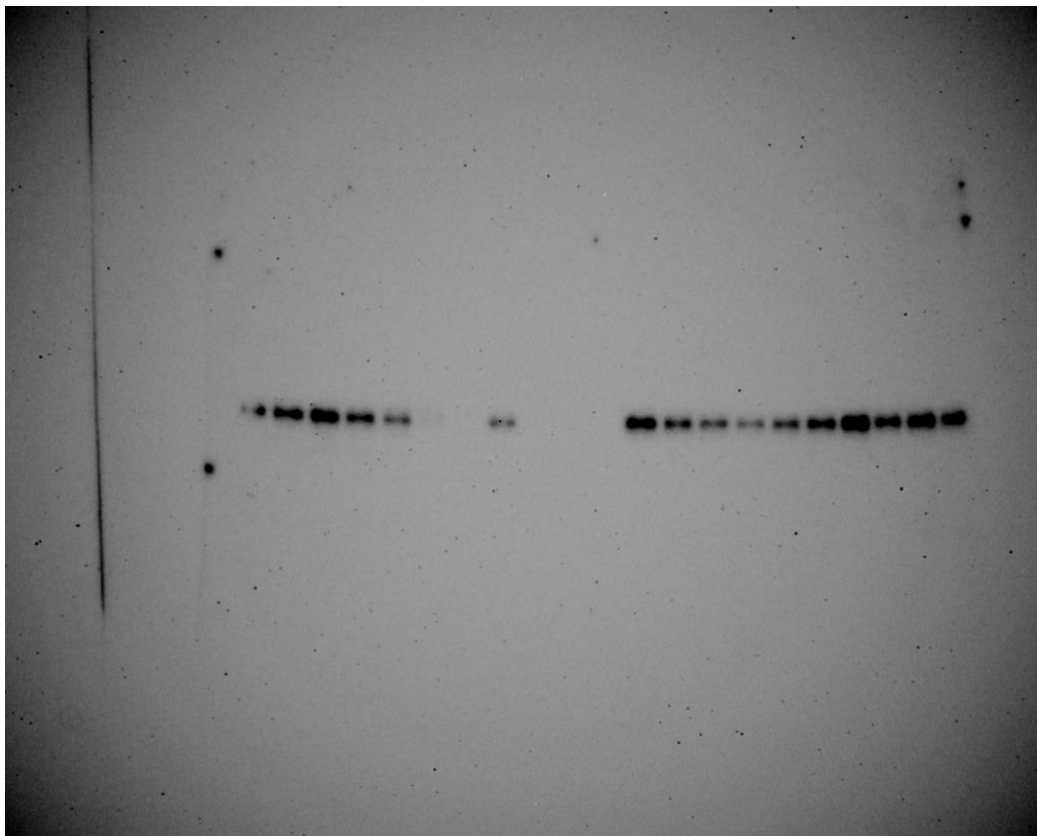

XIAP

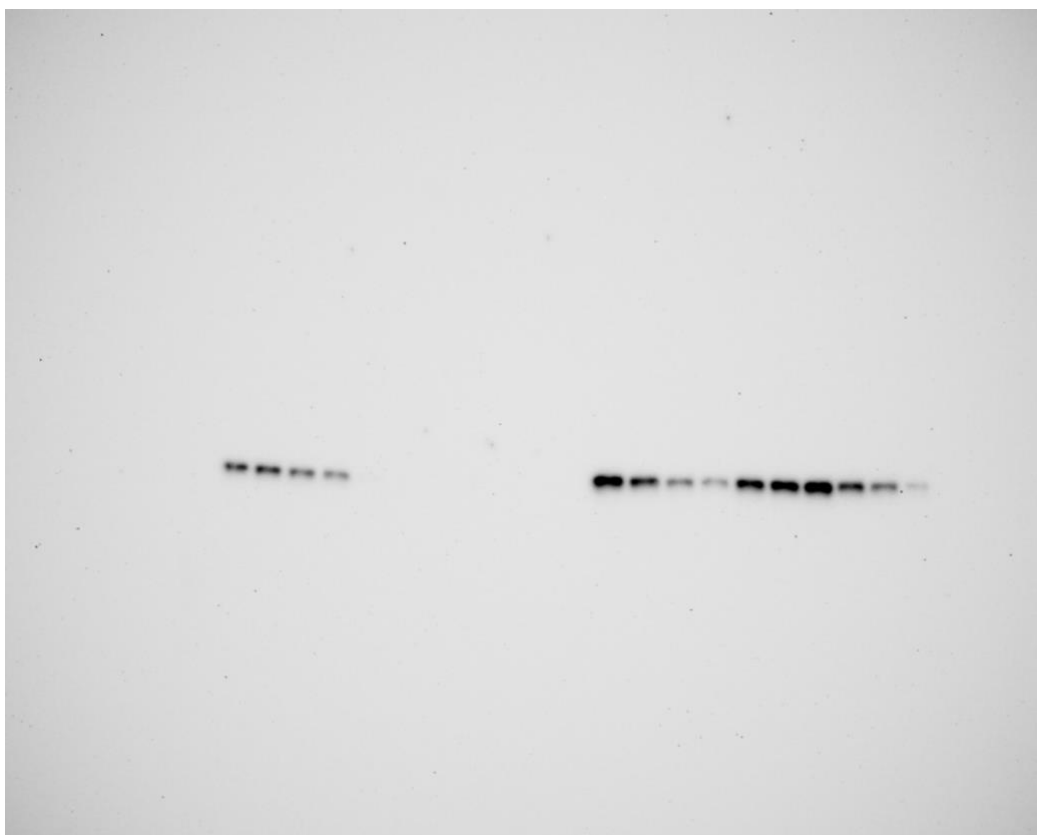

Cleaved Caspase-3

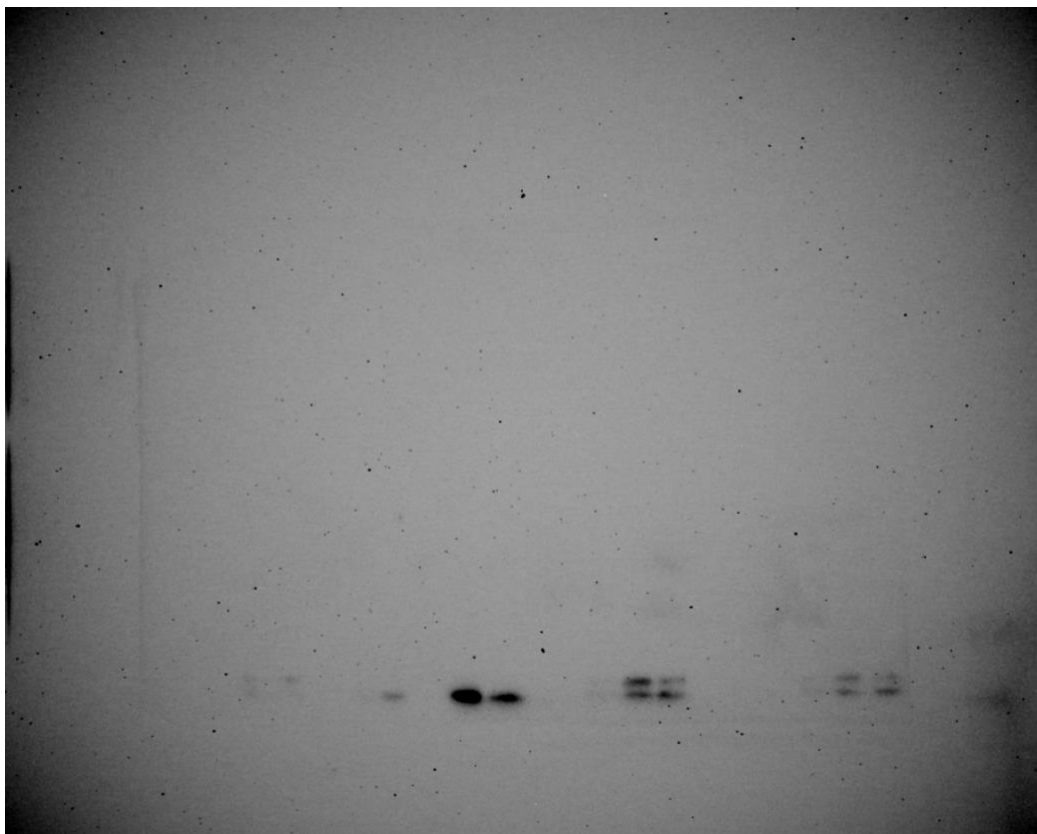

Actin

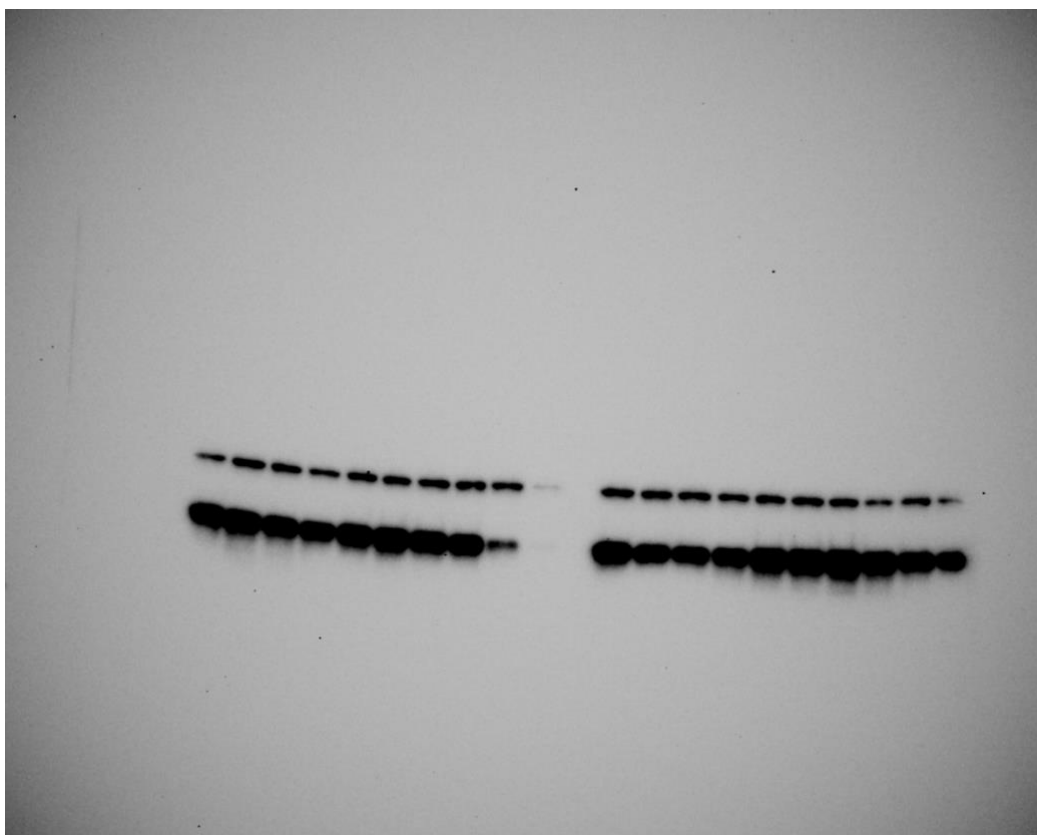

Cleaved Caspase-8

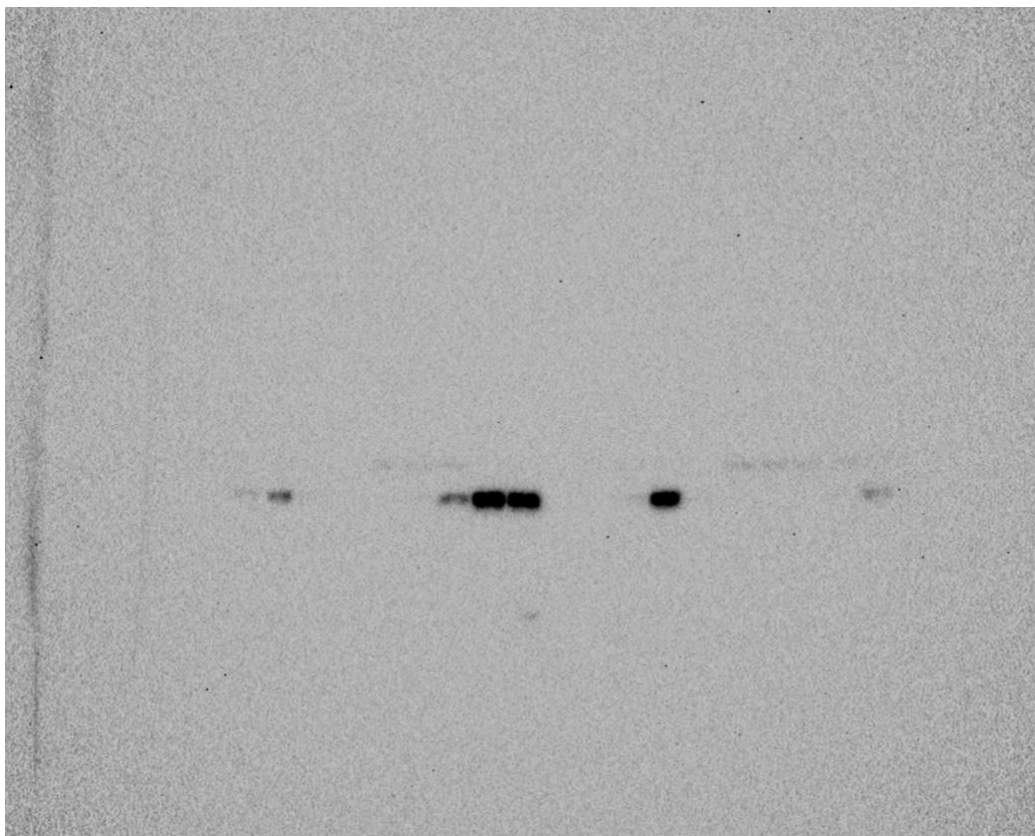

Cleaved Caspase-3

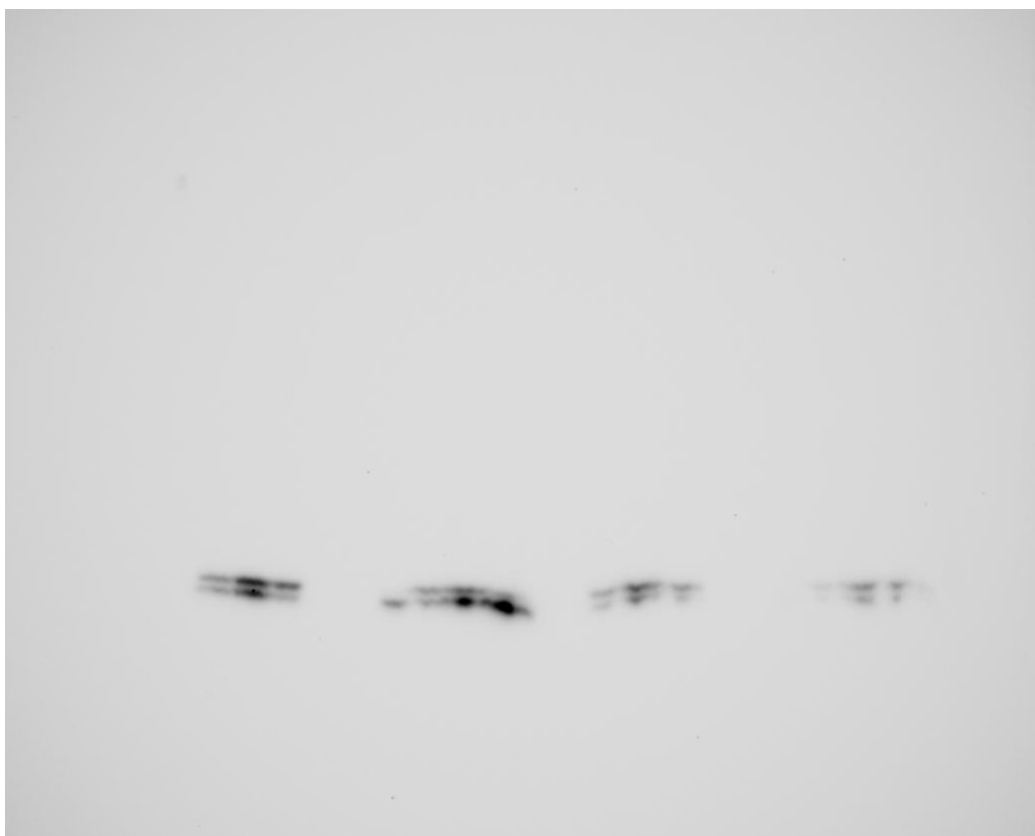

Actin

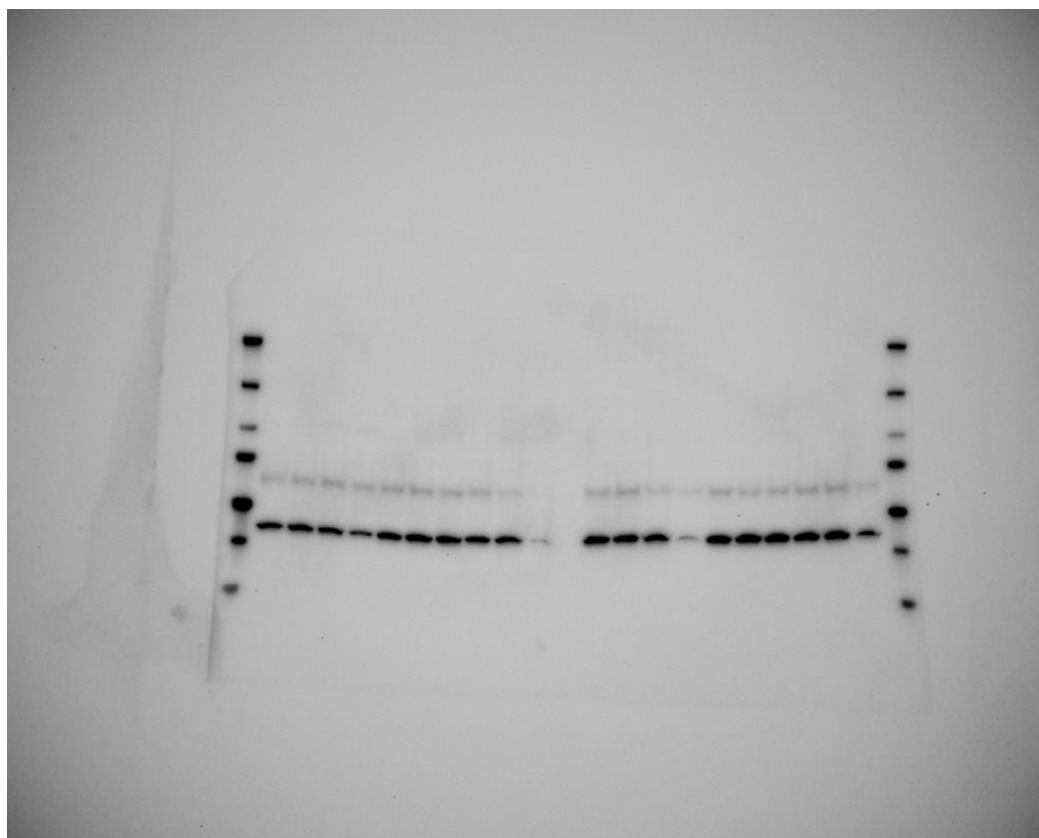

Cleaved Caspase 8

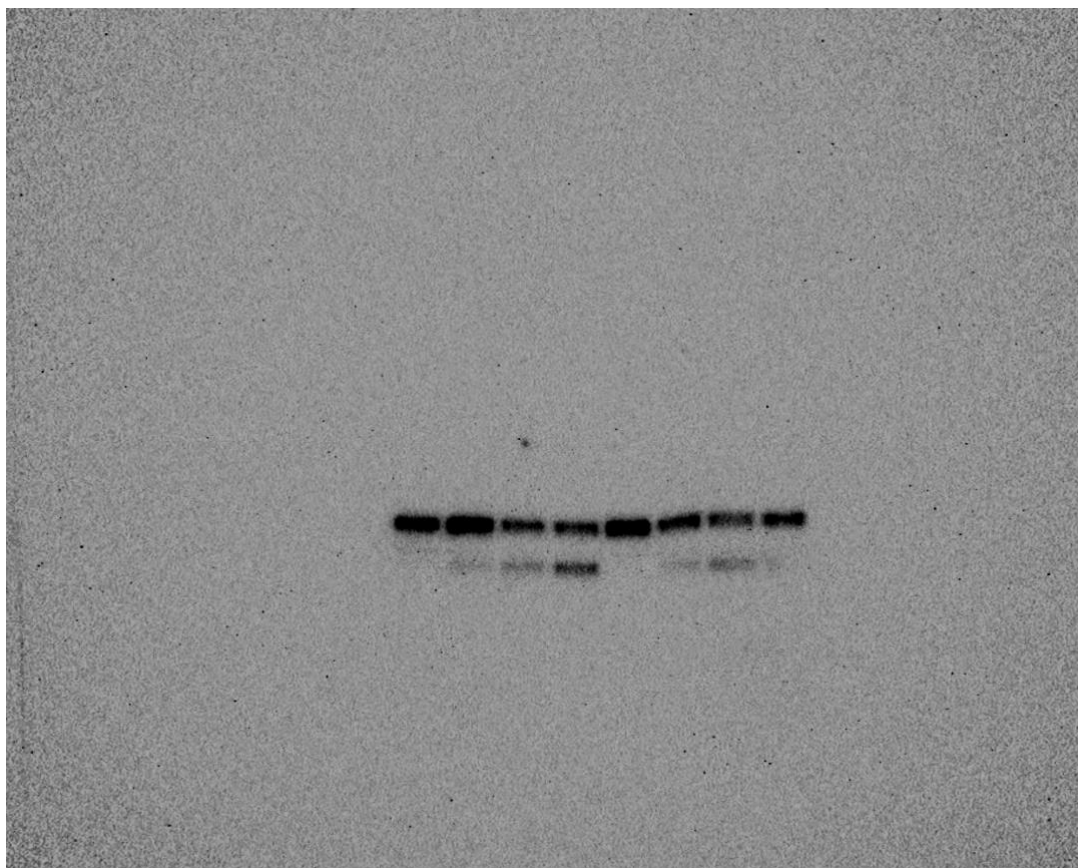

Cleaved Caspase 3

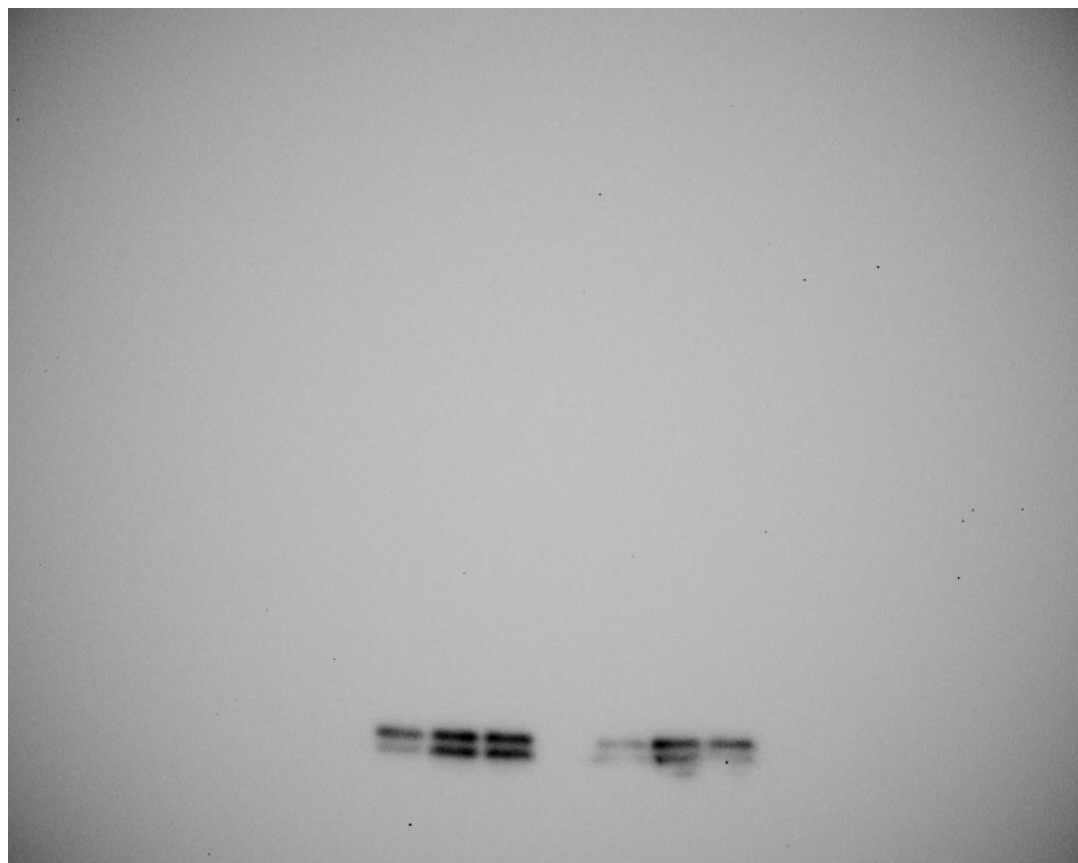

XIAP

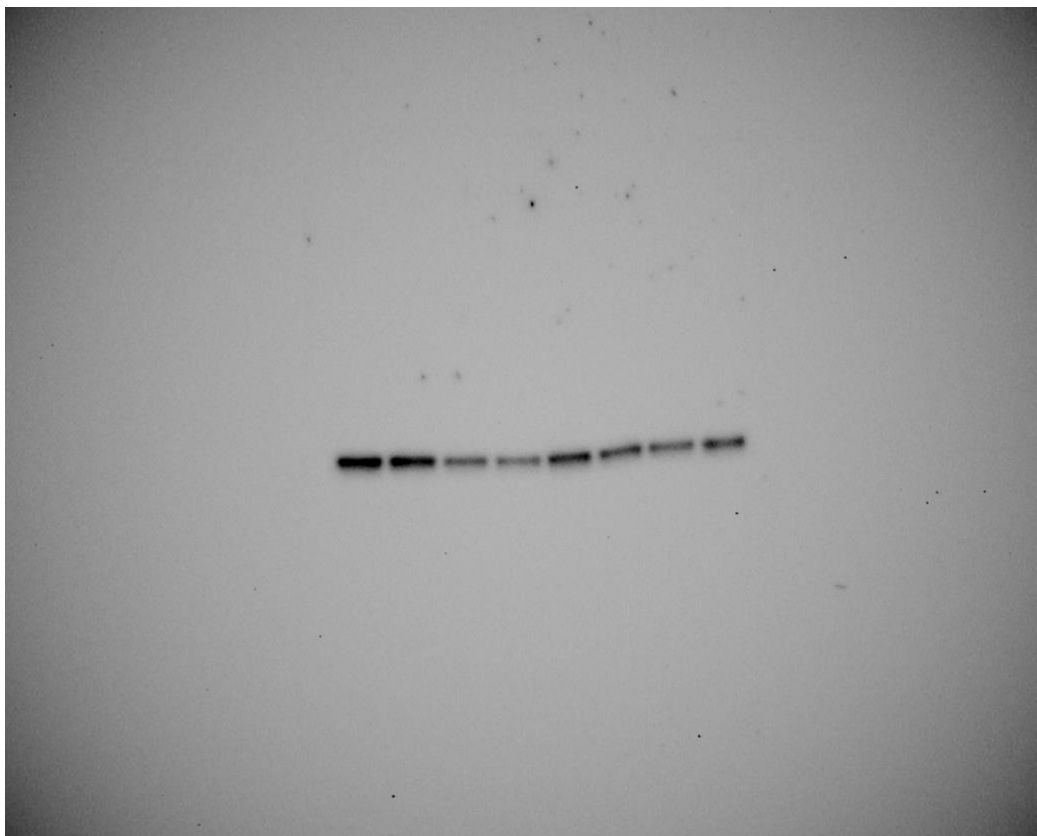

cIAP1

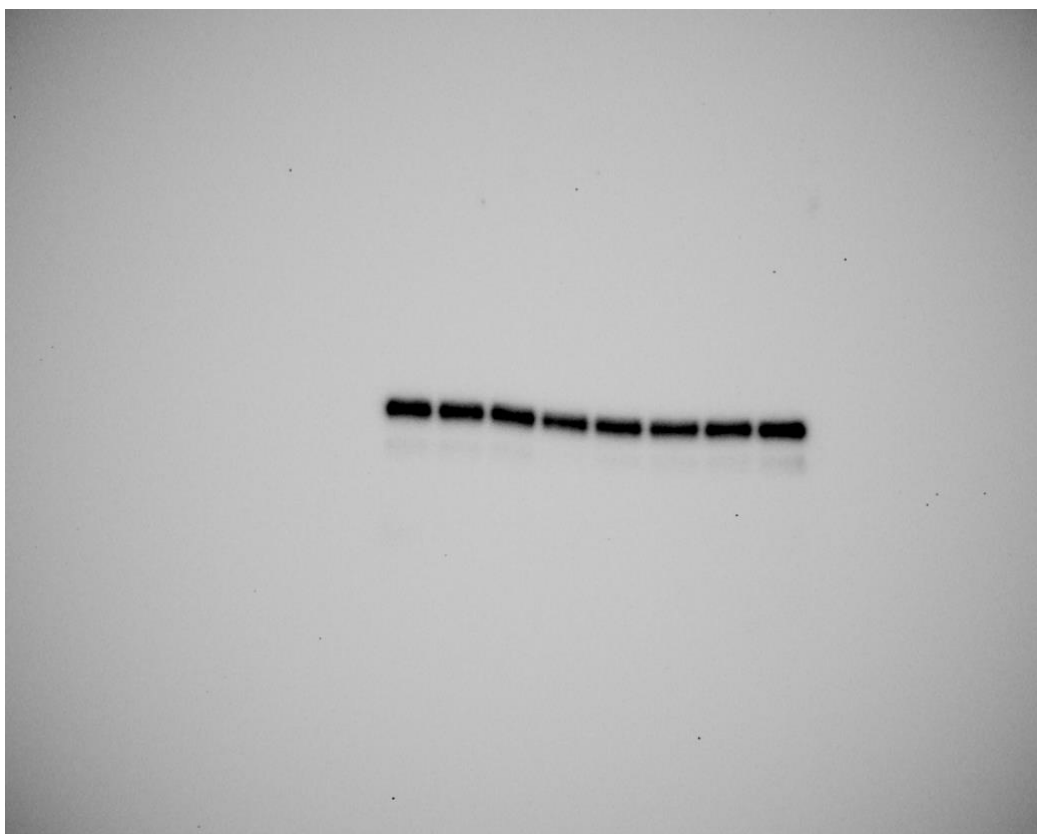

Pro-Caspase 8

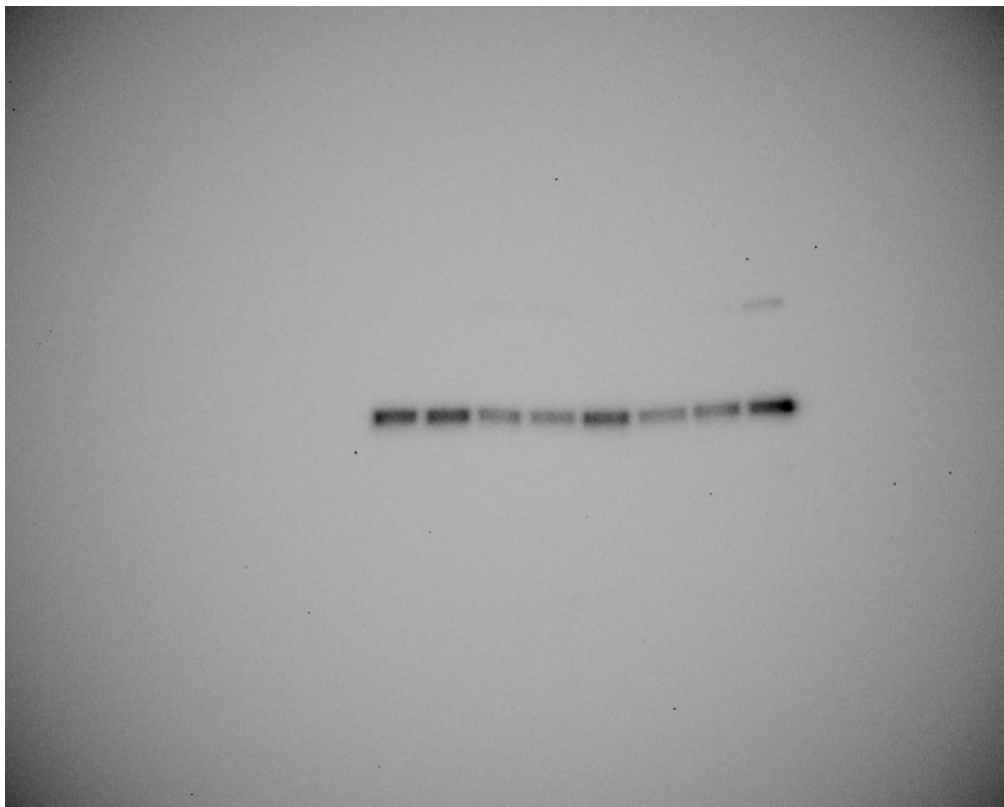

Pro-Caspase 3

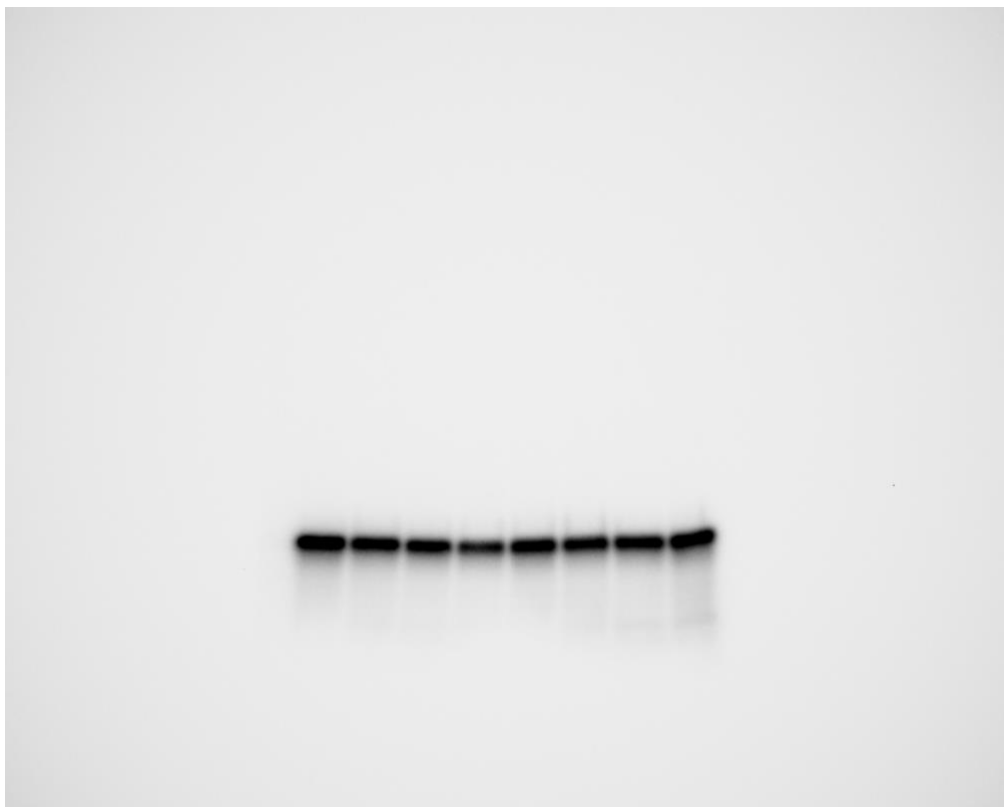

Actin

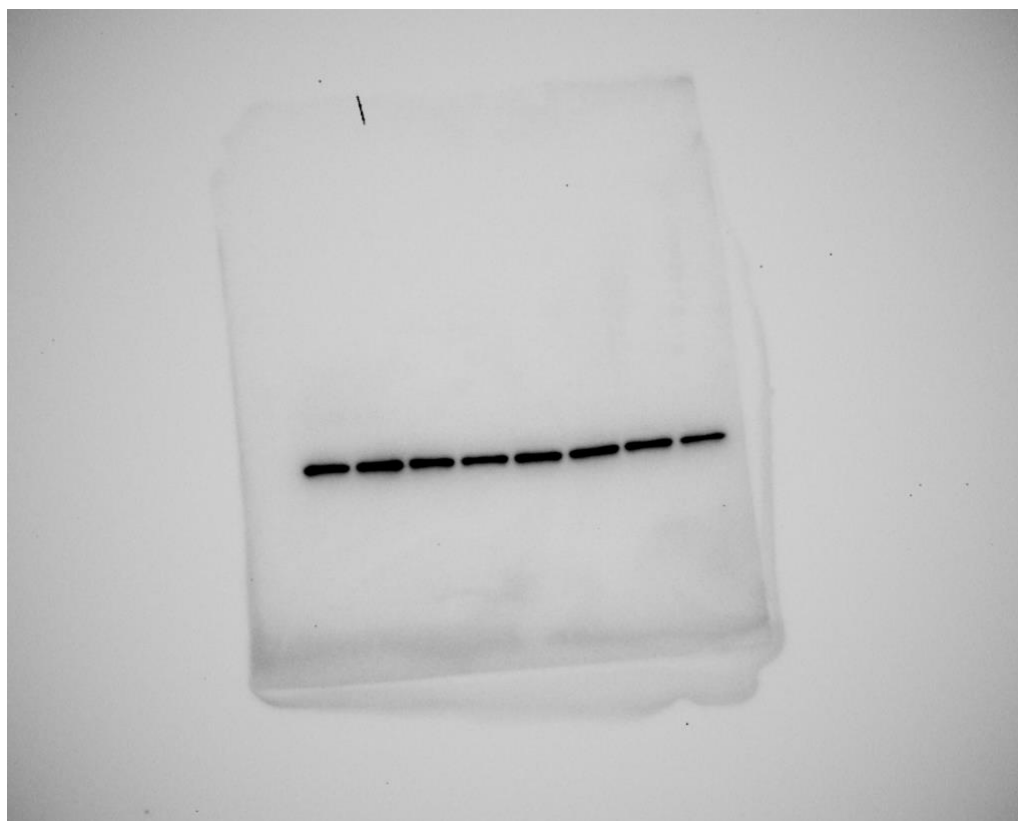

**Supplement:** Supplementary file 1 — Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

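The data are 3′ mRNA sequencing libraries of MC38 cells, 2 with the non-targeting guide (sgNT) and 2 with the Cbfb guide (sgCbfb). The samples were assigned to groups and replicate numbers from their labels and from the columns of Fig. 2A. Libraries of E0771 and MCF10A cells were not analysed here.

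According to the paper's methods, the authors trimmed the reads with cutadapt, aligned them to GRCm38/mm10 with HISAT2, counted them per gene with FeatureCounts and tested them with voom and limma. The authors deposited log2 CPM values, one column per library, scaled to the library's own total. The values imply that a prior count of 2, scaled to library size, was added before the log. The paper's text does not name the tool that made them, the annotation release, the use of strand, or how reads matching more than 1 gene were counted. Any of these could change the values of paralogs, overlapping genes and antisense genes.

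Because the lowest values step by whole reads, reads were recovered from the deposited values. All values above the floor came out within 0.1 of a whole number, 100% in each library. The recovered totals were 3396192 and 3335116 reads for sgNT and 3907936 and 3189035 for sgCbfb. Recovered reads were used to describe depth and for alternatives chosen after the data were seen, not for the main test. The filter is set on the deposited values, which include the prior count, so a gene below 1 CPM of counted reads can pass. A gene at the filter's minimum has few reads at this depth, and low genes carry large counting error.

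The test was limma 3.58.1 in R 4.3.3 on the deposited log2 values (lmFit and eBayes with a mean-variance trend), over 12207 genes with a log2 CPM of at least 0 in at least 2 libraries, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper names voom with limma, which takes counts. The design was written for normalized values of either linear or log2 scale, and the values turned out to be log2, so no pseudocount was added. The top 400 genes are those with the smallest p-values. Gene sets were tested with limma's camera. Confidence intervals are at 95%. On simulated libraries drawn from the real means and depths with known changes of 1 on the log2 scale, recovery gave back 100% of the reads over 26322 genes. The test found 135 of 198 changed genes (68.2%) among 12238 tested genes, with 8 calls (5.6%) on genes that were not changed. Every simulated gene had the same assumed biological coefficient of variation, 0.08, which was not estimated from these libraries. The spread thus followed the mean by construction, so these rates cannot show how the mean-variance trend holds in the real libraries.

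The genes named are those the paper names or that could be read in Fig. 2A and Fig. 2D, the 5 with the smallest p-values in each direction among genes past the threshold whose groups do not overlap, and panels of metal-handling, TNF death pathway and Runx genes. A gene that this rule selects is not reported here. This rule, the tests, the panels and most alternatives were set before the data were examined. Those alternatives were no low-value filter, a minimum of 5 CPM, quantile normalization, centring each library on its median, no trend, vooma weights, the replicate number as a block, each library left out, a threshold of 0.01, ranking by fold change and a list of 800 genes. Further alternatives were chosen after the data were seen. They were voom on the recovered reads with library totals, with median scaling and with trimmed mean of M-values (TMM) scaling (30% of the ratios and 5% of the mean levels trimmed), and the same limma test with the ribosomal RNA genes Rn45s and Rn18s left out of the totals. Before these were chosen, 16 fits that combined filters, scalings and variance models were looked at together with Fig. 2A, and 1 of them gave the split of higher and lower genes that the median-scaled voom fit gives. The pairing in the block comes from the replicate numbers in the sample labels, and the labels do not say what same-numbered libraries share.

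Gene positions are from the GENCODE M21 annotation of GRCm38, matched by symbol for 25367 of the 26322 genes listed. The guide was matched to the transcripts of the same release with numpy 2.4.6 in Python 3.11.15, allowing up to 3 mismatches. Figures were drawn with matplotlib 3.10.9.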

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

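The tests of scaling, of single libraries and of shared tubulin reads were chosen after the values were seen. No group had the 4 samples that a test for outlying samples needs.

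Runx1, Runx2, Pmepa1, Tuba1a and Tle4 were higher in sgCbfb cells, past the threshold, and the paper does not discuss them. The log2 fold changes were 0.65 for Runx1, 0.79 for Runx2, 1.60 for Pmepa1, 0.74 for Tuba1a and 2.52 for Tle4, each with both sgCbfb libraries above both sgNT libraries. Of the 5, Tle4 had the fewest reads in sgNT cells, 18 and 23, against 149 and 117 in sgCbfb cells. Runx3 had 0 reads in every library and was not tested.

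Scaling by library totals was tested by leaving Rn45s and Rn18s out of the totals. The gene that lost most kept 96.5% of its log2 fold change. This step lowers nearly all genes by a similar small amount, with the median over all genes going from 0.039 to 0.018, so that share says little by itself. The lowest median under any scaling was 0.00094, with TMM scaling. Over 12 settings, other scalings among them, Runx1 rose by at least 0.616 and Runx2 by at least 0.747. Pmepa1 rose by at least 1.56, Tuba1a by 0.695 and Tle4 by 2.46. These rises are far larger than the shifts in the median, which argues against scaling by library totals as their reason. Each of these genes lost its call without the mean-variance trend, where 0 genes passed (1461 at an unadjusted p under 0.05), and Runx2 also lost it with quantile normalization. With any single library left out, the smallest share kept was 93.1%, but Pmepa1, Tuba1a and Tle4 were chosen in part because their libraries did not overlap, so that value says little. Tuba1a could have gained reads from near-identical tubulin genes. If more of their reads were counted on Tuba1a in sgCbfb cells than in sgNT cells, Tuba1b and Tuba1c would fall. Their log2 fold changes were 0.14 and 0.040, and the lower of the 2 was negative (-0.012) in 1 of 12 settings, voom with median scaling. A share of reads passed to Tuba1a in every library would need no fall, so these values do not exclude shared reads. The other members of the tubulin family were not compared.

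A candidate explanation is a response to loss of CBFβ, the partner of the RUNX proteins, with higher mRNA of Runx1 and Runx2. It is a hypothesis only. The sgCbfb libraries come from cells edited with a single guide, and of the 3 ways to split the 4 libraries into pairs only 1, the real one, gave as many genes, which is too few splits to rule out a grouping by chance.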

How the results depend on the processing

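The direction of Cbfb, Mt1 and Mt2 was negative under every alternative run. The pseudocount alternative was not run, because the deposited values are already on a log2 scale. Causes of the changes below were not tested unless stated.

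Counts of genes past the threshold moved with the variance model, the normalization, the filter and the threshold. Against 192 higher and 153 lower genes, there were 300 higher genes with a minimum of 5 CPM, 39 higher and 44 lower with quantile normalization, 0 and 0 without the mean-variance trend (1461 genes at an unadjusted p under 0.05), and 103 higher and 97 lower at an adjusted p under 0.01. The replicate block gave 320 higher genes, with a correlation of same-numbered deviations of -0.0042. Voom on the recovered reads gave 234 lower genes with median scaling and 240 with TMM scaling, both chosen after the data were seen. The share of higher genes among the calls went from 55.7% to 42.9% and 41.9% in these fits, which change the test and the scaling. Voom on library totals gave 56.8%. In the same limma test, median centring gave 48.4%, as did leaving out the ribosomal RNA genes. In the top 400 the split was 229 higher and 171 lower in the main test. It was 170 and 230 in voom with median scaling, and 169 and 231 in voom with TMM scaling. The ranking by fold change is not informative, because only 345 genes were past the threshold and it returns all of them. Of the Fig. 2A genes, 22 were in the top 400 without the trend, against 44.

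Panel genes of metal handling past the threshold numbered 1. There were 3 with a minimum of 5 CPM, with vooma weights, with the replicate block and in the 3 voom fits, 2 with median centring, 0 with quantile normalization and 0 without the trend. The 3 genes were Mt2, Slc30a4 and Slc30a9, except in voom with median or TMM scaling. There Mt1 was past the threshold and Slc30a9 was not.

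Cbfb lost its call only without the trend (log2 fold change -1.27, adjusted p 0.115, against a range of 6.1e-22 to 0.115 over the alternatives). Mt2 lost its call with quantile normalization (-0.40) and without the trend (-0.36). Mt1 gained a call in voom with median scaling (-0.23) and with TMM scaling (-0.22). Across the 4 fits that each left out a library, Cbfb ranged from -1.41 to -1.12, Mt1 from -0.25 to -0.12 and Mt2 from -0.49 to -0.24. Those fits leave a group with 1 library and carry no test.

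Leaving out a library changed the sign of some genes, such as Slc30a5 (0.015 without sgCbfb replicate 1, against -0.22). Further examples were Slc39a3 (-0.079 without sgNT replicate 2, against 0.26) and Mtf1 (-0.026 without sgNT replicate 1, against 0.14). Of the 51 named genes past the threshold, 0 changed sign in these fits. The sgNT and sgCbfb libraries of these 51 genes did not overlap, so leaving out a library could not change their sign. Under the other alternatives, genes near 0 changed sign. With quantile normalization Slc30a1 was -0.027, Slc39a8 -0.024, Cox17 -0.019, Tnfrsf1a -0.00080 and Tradd -0.021. With median centring Cox17 was -0.0072 and Tradd -0.00088. In voom with library totals Tradd was -0.0070 and Ripk1 0.0043, with median scaling Cox17 was -0.010 and Tradd -0.028, and with TMM scaling Cox17 was -0.013, Tradd -0.049 and Tnfrsf1a -0.00023. Without the ribosomal RNA genes Cox17 was -0.0073 and Tradd -5.7e-05. Other named genes changed their call in 122 of 1142 comparisons with an alternative, 83 weaker and 39 stronger.

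Depth limits low genes most. At 3189035 to 3907936 reads per library, Sod3 had between 3 and 20 reads.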

Differences from the paper's values

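With all 4 libraries and the planned test, the 4 values read from figures (numbers of higher and lower genes, Mt1 and Mt2) were within 1.5 times of the figure's count or within the replicate SD of its fold change. Mt1 without sgCbfb replicate 2 (-0.12) was not. Nor was the number of lower genes in the ranking by fold change, 153 against about 230. That ranking returns only the 345 genes past the threshold. The text gives overlaps with E0771 and MCF10A cells, which were not analysed here.

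The Venn diagram of Fig. 2A shows more genes lower than higher in sgCbfb MC38 cells, about 230 lower and about 170 higher, read by eye, among the top 400. Here 171 were lower and 229 higher. Quantile normalization gave 202 lower and median centring 206. None of the alternatives set before the data were examined gave the figure's split. Voom on the recovered reads with median scaling gave 230 lower and 170 higher, but it was chosen after seeing the values, as 1 of 16 fits looked at. With the same scaling, no low-value filter gave 126 higher and a minimum of 5 CPM gave 175.

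Fig. 2A shows Mt1, Eps8, Nab1, Sh3kbp1 and Pkm among the genes lower in both lines. Here all had negative log2 fold changes but ranked outside the top 400, at 793, 646, 590, 531 and 451. All 5 were in the top 400 and past the threshold in voom with median scaling and with TMM scaling, chosen after seeing the values. Mt1 also ranked 322 with quantile normalization, Nab1 was within the 400 with quantile normalization and without the ribosomal RNA genes, and Pkm was within the 400 in 7 of 11 alternatives and past the threshold in 7. Eps8 is also in Fig. 2D.

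Mt1, which Fig. 2E shows at about -0.22, had -0.18 here, and Mt2, at about -0.40 in Fig. 2E, had -0.36, each within the replicate SD. Mt1 passed the threshold in these settings, all chosen after seeing the values: voom with median scaling (adjusted p 0.0325), with TMM scaling (0.0317) and without the ribosomal RNA genes (0.0470), voom with median scaling and a minimum of 5 CPM (0.0228), and the limma trend with quantile normalization and that minimum (0.0420). Over the 16 fits looked at, Mt1 was past the threshold in 4 and within the top 400 in 7.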

Other observations

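The tests of a metal-responsive transcription factor, of the ribosomal RNA scaling and of other splits of the libraries were chosen after the result was seen. The tests of chromosome 8 and of TGF-beta target genes were written before their results were seen.

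Mt1 and Mt2 lie 11.0 Mb from Cbfb on chromosome 8, so a loss of sequence at the guide's cleavage site could lower all 3. The 38 tested genes between them had a median log2 fold change of 0.069, with 22 positive and 16 negative. Of 11206 overlapping windows of as many consecutive genes, 68.4% had a median as low, so the interval does not stand out, and 0 of its genes passed the threshold. Loss of the sequence between Mt1 and Cbfb is thus unlikely to be the reason. The metal-responsive transcription factor MTF1 also controls Slc30a1. Slc30a1 changed by 0.042 (95% interval -0.56 to 0.64) on 23, 29, 34 and 23 reads, an interval that includes the change in Mt2, so lower activity of this factor could not be told apart from unchanged activity at this depth. Reads shared between Mt1 and Mt2 were not tested.

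The larger number of higher genes in the top 400 could come from scaling by library totals. Rn45s took 13.5% of the pooled sgNT reads and 12.1% of the pooled sgCbfb reads. With Rn45s and Rn18s left out of the totals, 195 of the 400 were higher, against 229. Leaving out genes with a smaller share in sgCbfb cells lowers nearly all log2 fold changes alike, so the number of higher genes had to drop, and this comparison cannot tell whether the scaling is the reason for the larger number. Which scaling is closer to the amounts of RNA in the cells was not tested.

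Pmepa1, Sparc, Tagln2 and Id1, all higher in sgCbfb cells, are often listed as TGF-beta targets, and Fig. 2B lists a TGF-beta response among its terms. A candidate explanation is higher TGF-beta signalling. A list of 43 other target genes, 33 of them tested, was written after the genes above were seen and before it was tested. Of these 33 genes 19 rose and 14 fell, with a median log2 fold change of 0.105 against 0.039 over all tested genes. The camera test of limma gave an adjusted p of 0.922 over 3 gene sets, in the direction down (an adjusted p of 0.871 with the replicate block), with 2 genes higher and 2 lower past the threshold. The test did not detect a shift of this list against the remaining genes.

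Of 19 genes of the TNF death pathway, all tested, 0 passed the threshold in either direction, and 2 had an unadjusted p-value under 0.05, Cflar (log2 fold change 0.43) and Cyld (-0.21). The set as a whole did not shift (adjusted p of 0.922 from limma's camera, and an adjusted p of 0.918 with the replicate block). These are mRNA values and do not measure the activity of the pathway.

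Of the 3 ways to split the 4 libraries into pairs, 1 gave as many genes as the 345 of sgCbfb against sgNT. The crossed split, which parts same-numbered libraries as the real one does, gave 0 genes (225 at an unadjusted p under 0.05), and replicate 1 against replicate 2 gave 0 (200). With 3 splits a share under 0.05 cannot be reached.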
